# JAK-STAT activation contributes to cytotoxic T cell–mediated basal cell death in human chronic lung allograft dysfunction

**DOI:** 10.1172/jci.insight.167082

**Published:** 2023-03-22

**Authors:** Aaditya Khatri, Jamie L. Todd, Fran L. Kelly, Andrew Nagler, Zhicheng Ji, Vaibhav Jain, Simon G. Gregory, Kent J. Weinhold, Scott M. Palmer

**Keywords:** Pulmonology, Transplantation, Molecular biology

## Abstract

Chronic lung allograft dysfunction (CLAD) is the leading cause of death in lung transplant recipients. CLAD is characterized clinically by a persistent decline in pulmonary function and histologically by the development of airway-centered fibrosis known as bronchiolitis obliterans. There are no approved therapies to treat CLAD, and the mechanisms underlying its development remain poorly understood. We performed single-cell RNA-Seq and spatial transcriptomic analysis of explanted tissues from human lung recipients with CLAD, and we performed independent validation studies to identify an important role of Janus kinase–signal transducer and activator of transcription (JAK-STAT) signaling in airway epithelial cells that contributes to airway-specific alloimmune injury. Specifically, we established that activation of JAK-STAT signaling leads to upregulation of major histocompatibility complex 1 (MHC-I) in airway basal cells, an important airway epithelial progenitor population, which leads to cytotoxic T cell–mediated basal cell death. This study provides mechanistic insight into the cell-to-cell interactions driving airway-centric alloimmune injury in CLAD, suggesting a potentially novel therapeutic strategy for CLAD prevention or treatment.

## Introduction

Chronic lung allograft dysfunction (CLAD) is the leading cause of death in lung transplant recipients and contributes to impaired quality of life and increased health care costs (1, 2). CLAD occurs in more than 50% of lung recipients by 5 years after transplant, despite current immunosuppressive strategies. CLAD is characterized clinically by a progressive, irreversible decline in pulmonary function (3) and histologically by bronchiolitis obliterans (BO) in which typical lesions demonstrate obliteration of small airways (4). Importantly, studies suggest BO is a shared histopathological feature of described CLAD phenotypes, which include BO syndrome and restrictive allograft syndrome (4, 5). The precise mechanisms that contribute to CLAD are yet to be fully elucidated, and there are no therapies proven to prevent or treat CLAD (6, 7).

Prior studies suggest that airway epithelial injury is a critical step in the development of CLAD-related airway fibrosis (8–10), and airway epithelial–immune interactions have been explored to identify potential mechanisms contributing to BO development (11–13). Alloimmune T cell reactivity likely plays an important role in the disease, given that the characteristic bronchiolar lesions are rarely found in patients without transplantation and that lymphocytic bronchiolitis has been shown to be an independent risk factor for CLAD (14). Animal lung and tracheal transplant models have identified a possible role for both helper T cells (15) and cytotoxic T cells (16) in the initial alloimmune response against the airways, suggesting that airway epithelial–immune interactions may contribute to airway pathology after transplantation. Such persistent immune cell targeting of the airways may engage further innate and adaptive immune responses and initiate matrix remodeling that result in BO (17, 18). Recent data suggest that current approaches to immune suppression fail to prevent alloimmune targeting of airway epithelial cells, possibly due to the persistence of tissue resident memory CD8^+^ T cells following glucocorticoid therapy (19). There have been few changes in current maintenance or augmented immunosuppressive medications employed since the onset of clinical lung transplantation, and no meaningful improvements have occurred in outcomes for patients with CLAD (20).

A major challenge in developing treatments for BO has been the limited ability to resolve airway cell–specific mechanisms in the spatially heterogeneous disease characteristic of human CLAD airways. Additionally, while there have been advances in preclinical models (8, 21–23), animal models often fail to fully recapitulate human CLAD disease, likely due to distinct airway epithelial cell populations unique to humans and nonhuman primates (24). To overcome these limitations and elucidate specific airway epithelial–immune cell interactions that underlie CLAD development in humans, we performed unbiased single-cell RNA-Seq in lungs explanted from patients undergoing retransplantation for CLAD. Pathway analysis of epithelial cells in CLAD lungs compared with normal controls showed profound gene expression signature changes specific to basal cells, the primary airway epithelial progenitor cell in the lung. Discovery and validation studies involving 10 independent CLAD lungs revealed that activation of Janus kinase–signal transducer and activator of transcription (JAK-STAT) signaling in basal cells leads to upregulation of major histocompatibility complex 1 (MHC-I), a well-established target for cytotoxic CD8^+^ T cells (25). Subsequently, we found enrichment of cytotoxic CD8^+^ T cells in diseased airways and evidence of cytotoxic CD8^+^ T cell–mediated basal cell death. Finally, we leveraged the morphological context provided by spatial transcriptomic analysis to show that this process occurs in airways prior to the development of advanced BO. These data uncover a potentially novel mechanism targeting alloimmune host T cell reactivity to recipient airway basal cells in CLAD and provides a putative therapeutic target for CLAD prevention or treatment distinct from existing posttransplant immunosuppression.

## Results

### Defining the single-cell transcriptome of human CLAD.

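Pieces of 4 CLAD lungs and 3 donor control lungs were dissociated with an enzyme kit, and single cells were captured and sequenced with the 10x Single Cell 3′ v2 chemistry, in which each transcript is counted once through a molecular tag. The authors aligned the reads to the 10x GRCh38 reference with Cell Ranger, removed low-quality cells and clustered the cells in Seurat, and deposited 1 matrix of normalized counts for the 7 lungs with the condition, the lung and the population of each cell. The values are whole numbers, and the text does not name the normalization used for the single cells. They are treated here as normalized scores and not as raw counts. Lungs are named CLAD lung A to D and donor control lung A to C in descending order of their number of cells, and the letters are not the study's.
Between 5221 and 15940 cells were listed per CLAD lung (median, 13766) and between 9148 and 14842 per donor control lung (median, 10773). The median total per cell was 1981, 1466, 2226 and 5354 in CLAD lungs A to D and 1371, 4007 and 4601 in donor control lungs A to C, so that the mean total per cell differed 3.61-fold between the highest and the lowest lung. For this reason values are given both as deposited and with each cell scaled to a total of 10000. Cells of 1 lung are not independent, and the lung was the unit of every test. For each lung and population, the mean over cells was taken, and log2 of this mean plus 0.05 was compared between CLAD and donor control with limma (trend and robust empirical Bayes, Benjamini-Hochberg adjustment) over genes with a mean of at least 0.1 per cell. Single values were compared with two-sided exact permutation tests over the 35 splits of 7 lungs into 4 and 3, for which the smallest p is 0.029. Tests with 1 lung left out cannot reach p = 0.05 by permutation.
CLAD lung A and donor control lung B shared 2978 cell barcodes, against 48.0 expected from the other 20 pairs of lungs. These made up 18.7% of the cells of the first lung and 27.6% of the cells of the second, most often macrophages (64.3% and 68.9%) and cells of the first 2 AT2 populations (57.5% and 87.3%). In the third AT2 population 1.03% and 0% of cells had a shared barcode. Results were therefore also computed without these cells.

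**Figure D1:**
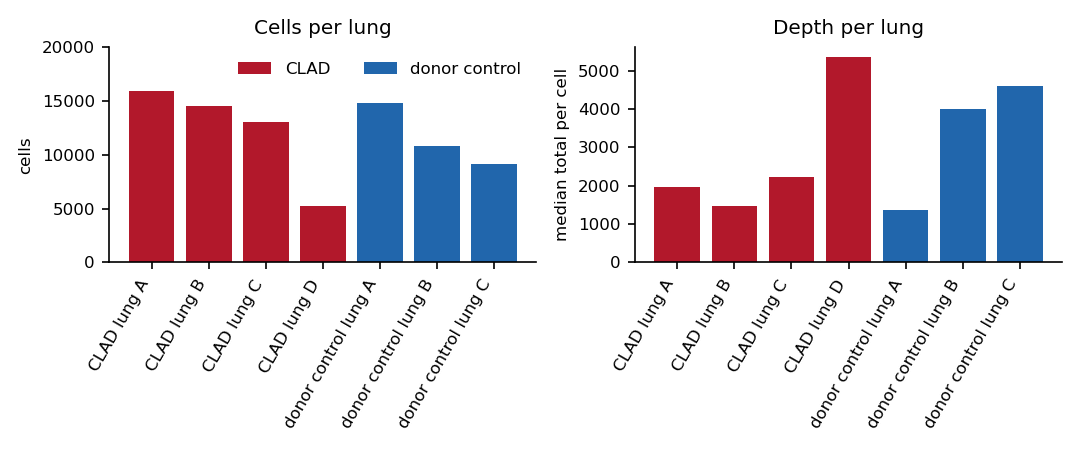
Number of cells (left) and median total of the normalized values per cell (right) for each of the 4 CLAD lungs and 3 donor control lungs. CLAD lung D and donor control lungs B and C have medians between 4007 and 5354, and the other 4 lungs between 1371 and 2226.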

We performed single-cell transcriptome profiling from lungs explanted from 4 patients undergoing retransplantation for CLAD and from 3 donor lung controls (Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.167082DS1). Histopathology confirmed the presence of BO in all CLAD cases. Donor control lung tissue was obtained from donor lungs used for transplant that were harvested, preserved, implanted, and then trimmed to fit the recipient chest cavity with excess donor trimming preserved for research. Donor control lung tissue underwent formal pathology evaluation that confirmed the absence of any significant lung disease (Supplemental Table 1).

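The deposited table lists 83456 cells from 7 lungs, 48693 from CLAD and 34763 from donor control lungs, and values for 24680 genes. Each cell carries 1 of 40 population names. Among these were 3907 CD8 cells in CLAD and 1176 in donor control, 1402 and 1288 CD4 cells, and 609 and 633 ciliated cells. The median number of genes with a value above 0 was between 717 and 1730 per cell in CLAD lungs and between 692 and 1554 in donor control lungs. Shares of populations were compared over lungs and not over cells. Of the 40 populations, 1 had a permutation p under 0.05. This was the macrophage population Macro 3, with 0.214% ± 0.092 (SD, n = 4) of the cells of CLAD lungs and 3.59% ± 3.60 (SD, n = 3) of donor control lungs (two-sided exact permutation test, p = 0.029, adjusted p = 1.00 over 40 populations). Macrophages were among the populations most affected by barcodes shared between 2 lungs.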

Following data normalization, scaling, and principal component analysis (PCA), we performed uniform manifold approximation and projection (UMAP) that identified 83,456 cells clustered in 40 populations with representation of most known expected lung cell types, including endothelial, epithelial, immune, and mesenchymal lineages (Figure 1, Supplemental Figure 1, and Supplemental Data File 1). Subpopulations of cells were identified based on prior published single-cell lung data sets (26–28).

We next performed subcluster analysis of the 7 identified epithelial cell clusters to better characterize the epithelial cell types affected in this airway-centric disease. This subcluster analysis identified distinct airway epithelial cell populations differentiated by expression of genes, including *KRT5*, *SCGB1A1*, *SCGB3A2*, *FOXJ1*, *SNTN*, *AGER*, and *SFTPC* (Figure 1 and Supplemental Figure 2A). These populations include basal cells, ciliated cells, differentiating ciliated cells, secretory cells, alveolar epithelial cells (AT1 and AT2 cells), and respiratory airway secretory (RAS) cells, as previously described (27, 28).

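The deposited names combine secretory and basal cells in 1 population (Club Basal), so the 16607 cells of the 7 epithelial populations were clustered again (1982 variable genes, 30 principal components, 15 neighbors, resolution 1.2). The cluster with the most basal markers (of KRT5, KRT15, KRT17, TP63, S100A2, DST and MIR205HG) among its 10 top genes held 171 cells, here called basal-like, of which 156 came from Club Basal and 13 from the first AT1 population. They are not the study's own basal cell labels. A resolution of 2.0 gave 173 such cells including all 171, and a resolution of 0.6 gave no such cluster.
KRT5 was a marker of this choice, and its mean was 4.03 ± 2.66 per basal-like cell (SD over n = 7 lungs) with values above 0 in 63.4% of cells. In CD8 T cells, which should lack it, this share was 0.036%. The median total per cell was 2677 in basal-like cells and 2707 in CD8 T cells. SCGB1A1 and SCGB3A2 were highest in the remaining Club Basal cells, with means of 302 ± 190 and 50.2 ± 40.8. FOXJ1 and SNTN were highest in ciliated cells, with means of 1.35 ± 0.58 and 3.48 ± 3.17. AGER was highest in the second AT1 population (20.6 ± 11.4) and SFTPC in the first AT2 population (457 ± 175). SFTPC was above 0 in 28.2% of CD8 T cells and in 26.8% of basal-like cells, and SCGB1A1 in 13.6% of CD8 T cells. Free RNA and doublets were not told apart here.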

### MHC-I and IFN gene sets are upregulated in CLAD lung basal cells.

Given that basal cells are the primary airway progenitor cell population in the lung and that loss of airway basal cells has been reported in experimental transplant BO (8), we hypothesized that the transcriptome of airway basal cells would be altered in human CLAD. As such, we performed differential gene expression analysis in CLAD compared with control cells within the basal cell population. Strikingly, we found that 4 of the most upregulated transcripts were genes transcribing MHC-I proteins, including β2 microglobulin (B2M) and human leukocyte antigens (HLA), HLA-A, HLA-B, HLA-C, and HLA-F (Figure 2A, Supplemental Figure 2, and Supplemental Data File 2). 

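Basal-like cells numbered 93 in CLAD (14, 19, 40 and 20 in lungs A to D) and 78 in donor control (32, 29 and 17 in lungs A to C). Of 4195 genes tested with limma on the values as deposited, 1 had an adjusted p under 0.05, and 220 had an unadjusted p under 0.05. The 1 gene was CCL20, which was lower in CLAD (log2 fold change -3.79, adjusted p = 0.011). With each cell scaled to 10000, 5 genes passed, all higher in CLAD (B2M, CD74, IFI27, HLA-DRB1 and S100A11), and 278 had an unadjusted p under 0.05. The median log2 fold change of all genes was -0.50 as deposited and -0.41 after scaling.
B2M (ENSG00000166710; GRCh38 chromosome 15, 44711358 to 44718851) had a mean of 16.0 ± 11.7 (SD, n = 4) per cell in CLAD and 4.89 ± 2.61 (SD, n = 3) in donor control, a log2 fold change of 1.56 (SE 0.70, limma adjusted p = 0.88). Scaled, the means were 55.1 ± 21.5 and 13.1 ± 0.71, a log2 fold change of 1.98 (SE 0.29, limma adjusted p = 0.003), and all 4 CLAD lungs lay above all donor controls (two-sided exact permutation test, p = 0.029). Without CLAD lung D, no gene passed after scaling, and without the cells of shared barcodes B2M was the 1 gene that did. HLA-B, HLA-C and HLA-F, which lie on chromosome 6, had log2 fold changes of 1.62, 1.31 and 1.70 as deposited and of 1.95, 1.60 and 2.68 after scaling, with limma adjusted p between 0.087 and 0.88 in both. Reads of these similar genes can be split between them in counting. As deposited, the range with 1 lung left out was 0.89 to 2.37 for HLA-B, 0.66 to 1.85 for HLA-C and 1.34 to 2.51 for HLA-F. The lowest values of HLA-B and HLA-C came without donor control lung A. B2M, HLA-B, HLA-C, IFITM3 and IFI27 were among the genes that passed after scaling when p was adjusted over the 9 genes the study names in basal cells, but the study chose the list on these lungs, so this is not independent evidence. As deposited, only IFI27 did.
Ranked by log2 fold change among 4195 genes, B2M, HLA-B, HLA-C and HLA-F stood at 28, 24, 47 and 21 as deposited and at 58, 61, 114 and 19 after scaling. HLA-F was near the floor in donor control (mean 0.059 ± 0.10 as deposited), so its fold change and rank depend on the added 0.05. By p among genes higher in CLAD, B2M ranked 17 as deposited and 1 after scaling. A fit with the depth of the lungs (median total per cell above or below 3000) as a term, chosen after seeing the data, gave 17 genes as deposited (14 higher and 3 lower in CLAD) and 11 after scaling.

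**Figure D2:**
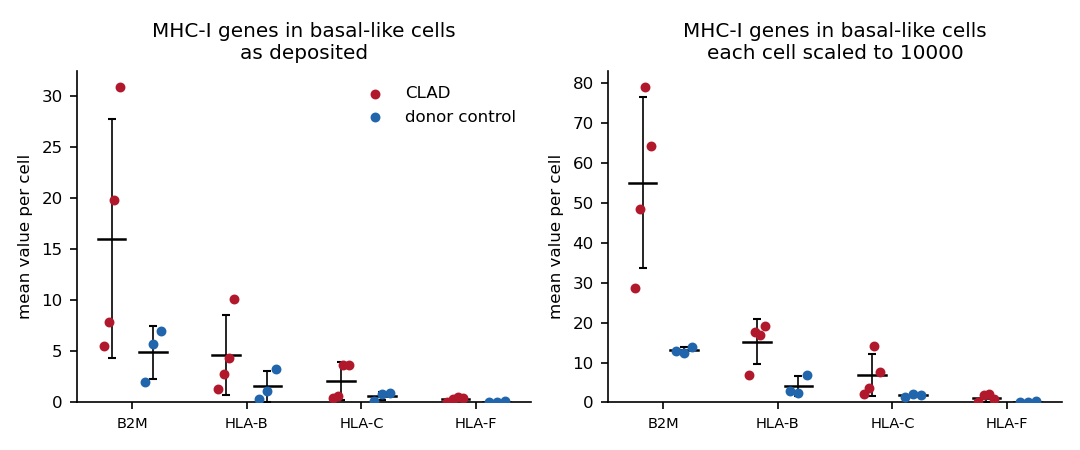
Mean value per basal-like cell of 4 MHC-I genes in each CLAD lung (n = 4) and donor control lung (n = 3), as deposited (left) and with each cell scaled to 10000 (right). Points are lungs, horizontal lines means and whiskers SD, and the scaled means of B2M are 55.1 in CLAD and 13.1 in donor control.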

MHC-I gene expression was the most upregulated in basal cells compared with any other cell type from the single-cell data set (Supplemental Figure 2B). 

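The MHC-I score of a population was the mean over B2M, HLA-B, HLA-C and HLA-F of the log2 difference between CLAD and donor control. In basal-like cells HLA-F was near the floor in donor control, so part of their score depends on the added 0.05. The score was computed in 39 populations with enough cells, with basal-like cells split off from Club Basal. Basal-like cells ranked first by this score and by B2M alone, as deposited and after scaling, with and without the cells of shared barcodes. They also ranked first by the score with each lung left out in turn. Their score was 1.55 as deposited (two-sided exact permutation test, p = 0.17) and 2.05 after scaling (p = 0.086). In the other 38 populations the score was between -1.08 and 0.56 as deposited (median, 0.05), and between -0.97 and 0.73 after scaling (median, 0.26). Of these 38, 21 were above 0 as deposited and 28 after scaling. The per-lung difference between basal-like cells and another population was tested for each of the 38, and none had an exact permutation p under 0.05 in either form (lowest p = 0.057). Of the 38, 3 had values in 6 lungs and could not pass.

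**Figure D3:**
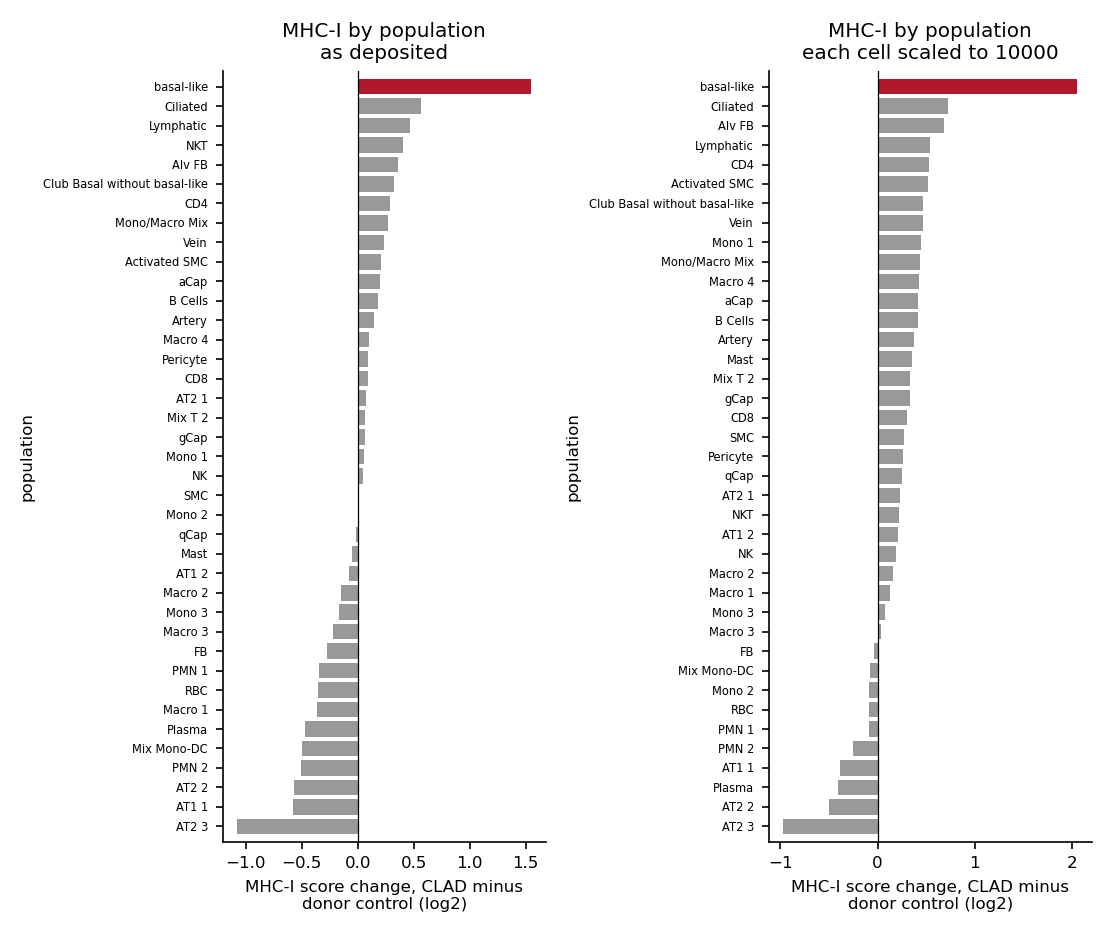
MHC-I score change (CLAD minus donor control, log2) in 39 cell populations, as deposited (left) and with each cell scaled to 10000 (right). Basal-like cells (red) have changes of 1.55 and 2.05, and the highest other population 0.56 and 0.73.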

Pathway analysis of all 24,690 genes within basal cells showed significant enrichment of IFN-α and IFN-γ gene sets in CLAD (Figure 2, B–D). 

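The Hallmark sets were not used here. A list of 61 type I IFN genes without MHC genes, and a list of 17 genes of MHC class I and antigen processing, were written before the files were examined but after the study's table of basal cell genes had been read. In basal-like cells 21 and 12 of these genes could be tested. The IFN list had a median log2 fold change of 0.39 as deposited (14 of 21 genes higher) and of 0.67 after scaling (15 of 21 genes). The p of limma fry was 0.67 and 0.18, and in an exact permutation of the lungs 25 and 7 of 35 splits gave a fry p as small. By camera, with a preset correlation of 0.01 between genes, p was 2.9e-06 as deposited, and with the correlation estimated from the lungs it was 0.20. Camera compares the list with the other genes (median over all genes, -0.50), as the enrichment in the paper does, and fry tests the list by itself. Thus the call by camera did not hold with the estimated correlation, and the other question asked by fry gave no call. The median of the IFN list was -0.16 without CLAD lung D and also without donor control lung A. The MHC class I list had a median of 1.5 as deposited (11 of 12 genes higher) and of 1.89 after scaling (12 of 12 genes). The p of fry was 0.20 and 0.030, and in the exact permutation 7 and 3 of 35 splits gave a fry p as small. By camera p was 3.6e-16 as deposited, and 0.035 with the estimated correlation. After scaling, fry p was 0.0027 in KRT5-positive cells (a setting chosen after seeing the data), 0.051 without the cells of shared barcodes, and between 0.056 and 0.088 without any 1 lung other than CLAD lung A. IFI27 had a log2 fold change of 3.00 as deposited (limma adjusted p = 0.12) and was higher in all 4 CLAD lungs than in any donor control (two-sided exact permutation test, p = 0.029). From the MHC-I genes and the IFN gene sets, the paper concludes that targets of the IFN response are upregulated in CLAD basal cells (Figure 2).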

Importantly, IFN signaling is known to regulate MHC-I gene expression through binding of IFN-regulatory factor (IRF) members on IFN-stimulated response elements (ISRE) in the proximal promoter regions of MHC-I class genes (29, 30).

To confirm this finding of increased MHC-I expression in CLAD lung epithelial cells and to localize MHC-I expression in basal cells specifically, we first performed immunoblotting of epithelial cell–enriched protein lysates following negative selection by CD45 and CD31 bead sorting of single-cell digests of CLAD and donor control lung airway segments. Western blot analysis showed an increase in B2M protein expression in CLAD compared with donor control airway epithelial cell–enriched lysates (Figure 2G). Next, we performed immunofluorescence in frozen CLAD and donor control lung tissues for MHC-I–associated proteins using the commonly employed pan–HLA-ABC monoclonal antibody W6/32, which binds to the N-terminal domain on B2M (31). We found a significant increase in MHC-I protein expression specifically in CLAD airway basal cells compared with control, in concordance with the single-cell transcript data (Figure 2, E and F, and Supplemental Figure 2D).

### JAK-STAT signaling is activated in CLAD lung basal cells.

Type I and II IFNs bind to their associated cell surface receptor and mediate important immune cell responses through JAK and its downstream family of transcription factors, STATs, as part of the JAK-STAT signaling cascade (Figure 3A). Activation of STAT1 through its phosphorylation leads to its nuclear localization, where it acts as a transcription cofactor for genes regulating immune response (32). IFN-mediated JAK-STAT activation has previously been shown to play an important role in lung immune response to SARS-CoV-2 (33) and influenza (34) infections but has not been described in the context of lung allograft dysfunction.

To evaluate whether JAK-STAT signaling is active in CLAD lung basal cells, we performed immunofluorescence staining on formalin-fixed, paraffin-embedded (FFPE) tissue sections from CLAD and donor control lungs. Control lungs were obtained from 2 sources: 3 donor control samples, as previously described, and 3 lung transplant controls without CLAD (Supplemental Table 1). Lung transplant controls were obtained at the time of surgical lung biopsy for non-CLAD indications, with formal pathology review that showed no significant lung airway pathology (Supplemental Table 1). In using these samples as additional controls, we were able to perform comparisons between groups of lung transplant recipients receiving similar immunosuppression.

Immunofluorescence showed a significant increase in STAT1 nuclear localization, a surrogate marker for its activation, in basal cells within CLAD compared with control airways (Figure 3, B and C, and Supplemental Figure 3, A and B). There was no significant difference in STAT1 nuclear localization in donor control and lung transplant control airways (Supplemental Figure 3C). Notably, there was no significant increase in nuclear localization of STAT1 in airway ciliated or secretory cells in CLAD (Supplemental Figure 3), suggesting that JAK-STAT activation may be specific to basal cells.

### JAK-STAT activation is required for increased MHC-I expression in airway basal cells following IFN stimulation.

We next evaluated whether JAK-STAT activation is required for the increase in MHC-I expression observed in CLAD basal cells compared with control lung basal cells. We isolated basal cells from control lung airways as previously described (35). Primary passage 1 basal cells were then treated with and without IFNA1 (100 ng/μL) in the presence or absence of the JAK1-specific inhibitor, brepocitinib (0.5 μM), to test whether JAK-STAT activation is necessary and/or sufficient to induce increased MHC-I expression. Protein lysates were harvested 24 hours after treatment, and immunoblotting for the MHC-I protein, B2M, and phospho-STAT1 was performed. Western blot analysis showed a significant increase in MHC-I protein expression following IFNA1 stimulation that was abrogated by treatment with the JAK1-specific inhibitor (Figure 3, D–F). These data suggest that JAK-STAT activation is necessary and sufficient for IFNA1-mediated MHC-I expression in basal epithelial cells.

### Cytotoxic CD8^+^ T cells are enriched in CLAD lungs.

Next, we explored the potential functional consequences of JAK-STAT activation and MHC-I upregulation on lung epithelial–immune interactions. MHC-I presentation of peptides recognized as nonself in the context of infection, cancer, or alloimmunity can result in cell targeting by cytotoxic CD8^+^ T cells (25, 36, 37). We hypothesized that JAK-STAT–mediated upregulation of MHC-I in lung allograft epithelial cells contributes to alloimmune airway injury by recipient cytotoxic CD8^+^ T cells.

First, we examined the CLAD and donor control single-cell transcriptome data to compare overall numbers of immune cell subsets in CLAD lungs compared with donor control. 

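CD8 T cells made up 8.37% ± 5.80 (SD, n = 4) of the cells of CLAD lungs and 3.53% ± 0.98 (SD, n = 3) of donor control lungs (two-sided exact permutation test, p = 0.23, adjusted p = 0.69 over 6 populations). The share was above all donor controls in 3 of 4 CLAD lungs, and CLAD lung B, with 1.37%, was below them all. Without CLAD lung C, which had the highest share (15.5%), the CLAD mean was 5.98% ± 4.05, against 4.61% in the highest donor control (p = 0.40 by permutation). As a share of immune cells, CD8 T cells made up 15.0% ± 7.80 in CLAD and 7.44% ± 0.66 in donor control (exact permutation test, p = 0.17).
CD4 T cells made up 3.06% ± 2.32 in CLAD and 3.52% ± 1.09 in donor control (exact permutation test, p = 0.80). Monocytes made up 4.45% ± 4.08 and 4.30% ± 2.97 (p = 0.97 by permutation), and neutrophils 7.09% ± 5.09 and 6.55% ± 4.85 (p = 1.00 by permutation). Macrophages made up 9.19% ± 4.84 and 18.6% ± 9.08 (p = 0.14 by permutation). The 6 populations were these 5 and basal-like cells.

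**Figure D4:**
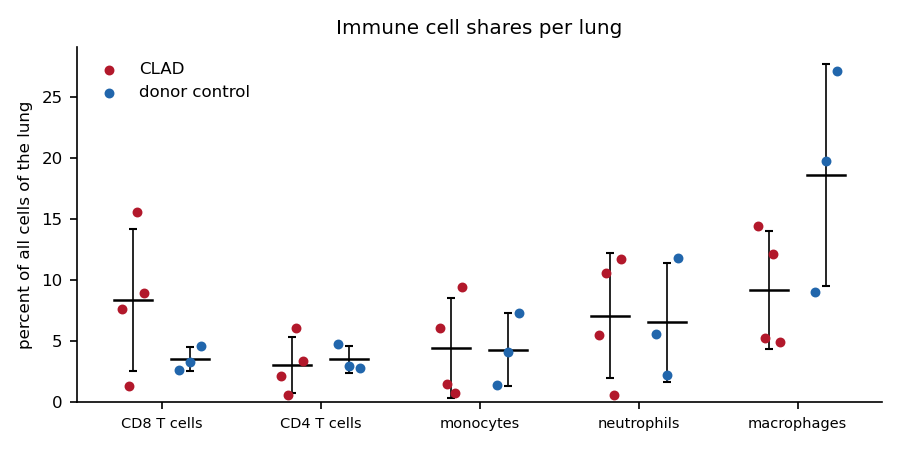
Percent of all cells of each lung in 5 immune populations in CLAD (n = 4) and donor control (n = 3). Points are lungs, horizontal lines means and whiskers SD, and CD8 T cells have means of 8.37% and 3.53%.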

We found enrichment of CD8^+^ T cells but not CD4^+^ T cells, monocytes, neutrophils, or macrophages in CLAD compared with control lungs (Figure 4A; Supplemental Figure 1, C and D; and Supplemental Data File 1). Interestingly, gene expression analysis of the CD8^+^ T cell subpopulation showed a significant increase in the T cell maturation marker, *PTPRC*, which encodes CD45RA (Figure 4B). 

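PTPRC (ENSG00000081237) encodes CD45, and the 3′ counts of the gene do not separate its CD45RA isoform. In the 5083 cells of the CD8 population its mean was 4.58 ± 2.02 (SD, n = 4) per cell in CLAD and 3.39 ± 1.86 (SD, n = 3) in donor control, a log2 fold change of 0.52 (SE 0.68, limma adjusted p = 1.00, exact permutation p = 0.51). As deposited, the log2 fold change ranged from -0.03 (without donor control lung A) to 0.90 (without donor control lung C) with 1 lung left out. With each cell scaled to 10000 the means were 15.5 ± 2.57 and 9.33 ± 1.66, a log2 fold change of 0.73 (SE 0.20, limma adjusted p = 0.18). All 4 CLAD lungs then lay above all donor controls (two-sided exact permutation test, p = 0.029), and p was 0.010 when adjusted over the list alone. The list was the 9 CD8 T cell genes of the study that could be tested, so it was chosen on these lungs and this is not independent evidence.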

Prior data suggest that this maturation process may play an important role in the alloimmune CD8^+^ T cell response that persists following glucocorticoid therapy in the context of acute lung rejection in human lung transplant recipients (19). 

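Of 3889 genes tested in CD8 T cells with limma, 10 had an adjusted p under 0.05 as deposited, all lower in CLAD, and 0 after each cell was scaled to 10000 (137 and 454 with an unadjusted p under 0.05). The direction depended on the fit, and with the depth of the lungs as a term, chosen after seeing the data, 21 passed as deposited, 17 of them higher in CLAD, and 0 after scaling. GZMA (ENSG00000145649) had a mean of 3.25 ± 1.98 (SD, n = 4) per cell in CLAD and 1.09 ± 0.12 (SD, n = 3) in donor control, a log2 fold change of 1.39 (SE 0.66, limma adjusted p = 1.00). All 4 CLAD lungs lay above all donor controls (two-sided exact permutation test, p = 0.029). Its log2 fold change was 1.62 after scaling (limma adjusted p = 0.068). GZMB, GZMH and IFNG had log2 fold changes of 0.74, 1.05 and 0.73 as deposited and of 0.99, 1.30 and 0.95 after scaling. Their limma adjusted p was 1.00 as deposited and 0.52, 0.24 and 0.22 after scaling. The mean over the 4 genes rose by 0.98 as deposited (SD between donor controls 0.66, exact permutation test, p = 0.11) and by 1.22 after scaling (SD 0.41, p = 0.029 by permutation). CCR7 was below the minimum mean of 0.1 and was not tested. As deposited, the log2 fold change of GZMB ranged from 0.16 to 1.45 with 1 lung left out. That of GZMH ranged from 0.81 to 1.53 and that of IFNG from 0.34 to 1.21, all lowest without donor control lung A. Without CLAD lung B, IFNG passed after scaling with a limma adjusted p of 0.038.

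**Figure D5:**
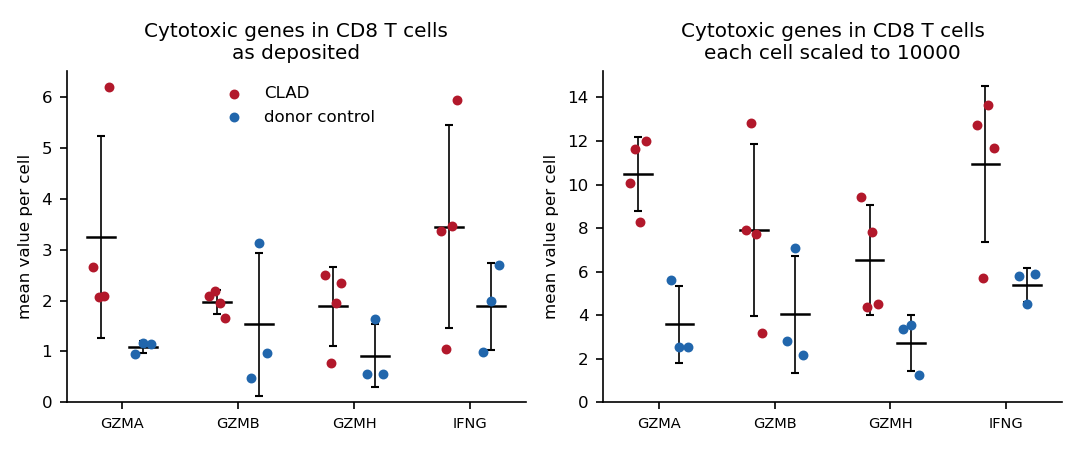
Mean value per CD8 T cell of GZMA, GZMB, GZMH and IFNG in each CLAD lung (n = 4) and donor control lung (n = 3), as deposited (left) and with each cell scaled to 10000 (right). Points are lungs, horizontal lines means and whiskers SD, and GZMA is above all donor controls in all 4 CLAD lungs in both plots.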

We also identified an increase in gene expression of granzymes (GZMA/B) and IFN (IFNG), the functional secreted proteins of cytotoxic cells, in the CD8^+^ T cell subpopulation in CLAD compared with control lungs, suggesting an increase in activated cytotoxic CD8^+^ T cells in CLAD (Figure 4C).

Second, we performed subcluster analysis of the T cell populations to identify specific subsets of interest, including effector memory, central memory, and mature effector memory CD8^+^ T cells (TEM, TCM, and TEMRA, respectively), using well-described markers for these cell states including CD45RA, CCR7, and CD69 (Figure 4, D–F). To evaluate for functionally relevant gene expression profile changes within these CD8^+^ T cell subsets and identify their plausible interactions with airway epithelial cell populations, we performed CellChat analysis of the single-cell RNA-Seq data set (38). The CellChat database includes receptors, ligands, and cofactors of more than 2,000 heteromeric molecular complexes essential in known cell-to-cell interactions. It is a tool that quantitatively infers and analyzes these intercellular communication networks in single-cell RNA-Seq data sets and allows for predictions of signaling inputs and outputs for each subpopulation of cells. CellChat analysis showed an increase in predicted CD8^+^ TEM cell, particularly CD8^+^ TEMRA cell, to basal cell interaction specifically via MHC-I signaling (Figure 4G and Supplemental Figure 4). 

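CellChat was not run here, and the T cell subsets were not rebuilt. In place of its communication probability, the mean of HLA-B, HLA-C and HLA-E in basal-like cells was multiplied by the mean of CD8A, CD8B and KLRK1 in all CD8 T cells of the same lung. The product was 3.71 ± 3.25 (SD, n = 4) in CLAD and 1.06 ± 0.90 (SD, n = 3) in donor control as deposited, a log2 ratio of 1.81 (two-sided exact permutation test, p = 0.29). With each lung left out in turn this ratio of the MHC-I ligand and receptor product ranged from 1.11 (without CLAD lung D) to 2.53 (without donor control lung C). With each cell scaled to 10000 it was 41.5 ± 20.4 and 6.52 ± 2.26, a log2 ratio of 2.67 (exact permutation test, p = 0.057). Both factors contributed after scaling, with log2 ratios of 1.84 for the ligands and 0.83 for the receptors. All 9 products of 1 ligand mean and 1 receptor mean were higher in CLAD in both forms, with lowest permutation p of 0.23 and 0.029 and lowest adjusted p of 0.34 and 0.073. Each ligand and each receptor mean was itself higher in CLAD, so these products largely follow from the means and are not independent results. They are all possible combinations, and whether the proteins of each combination bind was not considered. From its predicted interactions, the paper proposes an increased response of recipient cytotoxic T cells to donor basal cells in CLAD airways.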

The specific CellChat receptor-ligand gene expression interactions are shown in Supplemental Figure 4. These data suggest that there is increased donor basal cell–recipient cytotoxic T cell alloimmune response in CLAD airways.

### Cytotoxic CD8^+^ T cells target basal cells for cell death in early CLAD–affected airways.

Prior studies of explant lungs have noted the spatial and temporal heterogeneity of disease in airways of patients with CLAD, with a range of epithelial injury, inflammation, and fibrosis, present across different airways within the same patient (39). Distinct airways millimeters apart can demonstrate the full spectrum of disease from normal to BO (Supplemental Figure 5). We sought to evaluate whether there is increased cytotoxic CD8^+^ T cell–mediated basal cell death in CLAD airways both compared with control airways and by comparisons across the histological spectrum of disease, from less affected airways that may represent an earlier disease stage to more severely affected airways reflective of advanced disease. Early CLAD–affected airways were identified as those with completely intact airway epithelium by staining for airway cell markers with minimal fibrosis, whereas advanced CLAD-affected airways were identified as those with complete fibrotic airway obliteration (Supplemental Figures 5–7).

First, we performed immunofluorescence staining for CD8A (CD8^+^ T cell marker) and keratin 5 (basal cell marker; KRT5) and found a significant increase in colocalization of CD8^+^ T cells with basal cells in CLAD compared with control donor and transplant lungs (Figure 5, A and B, and Supplemental Figure 6). There was no significant difference in the presence of CD8^+^ T cells in donor control airways compared with lung transplant control airways (Figure 5B). Remarkably, confocal imaging showed that 95% of all CD8^+^ cells within early CLAD–affected airways localize to the basement membrane and directly replace basal cells at their expected location (Figure 5, A–C, and Supplemental Figure 6), in comparison with advanced-stage lesions that demonstrate complete obliteration of the airway with diffuse lymphocytic infiltration (Supplemental Figure 6).

Next, to identify whether there is a direct ligand-receptor–mediated cell-to-cell interaction between CD8^+^ T cells and basal cells, we performed a proximity ligation assay. Using probes targeting CD8A and B2M followed by counter-staining for the basal cell marker, KRT5, we found ligand-receptor interactions between CD8^+^ T cells and basal cells in CLAD but not control airways (Figure 5C). These findings validate the CellChat-based inferences based on the single cell data set (Figure 4) and suggest that not only are CD8^+^ T cells enriched in CLAD airway epithelium, but they are actively engaged specifically with basal cells.

Finally, we evaluated the functional consequences of CD8^+^ T cell–basal interactions in CLAD airway epithelium. We performed TUNEL staining for apoptosis with costaining for CD8A and KRT5, and we identified apoptosis of basal cells in direct association with CD8^+^ T cells in CLAD airways but not in control airways (Figure 5, C–E, and Supplemental Figure 6). Furthermore, while advanced CLAD-affected airways showed diffuse cell death of many cell types (Supplemental Figure 6C), early CLAD–affected airways showed basal cell–specific cell death (Figure 5, C–E). These data suggest a mechanism of BO that begins with CD8^+^ T cell–mediated basal cell death in early CLAD–affected airways. The depletion of this important progenitor cell type provides a putative mechanism for impaired airway repair that leads to the development of advanced fibrosis in CLAD airways.

### Spatial transcriptomic analysis identifies enrichment of CD8^+^ TEM cells in early CLAD–affected airways.

To explore the specific cell-to-cell interactions driving CD8^+^ T cell recruitment to CLAD epithelium and, subsequently, basal cell death, we performed spatial transcriptomic analysis on tissue sections from lungs explanted from 3 patients undergoing retransplantation for CLAD (including 1 used previously in single-cell analysis and 2 independent of previous studies) and 1 donor lung control (Figure 6 and Supplemental Table 1). Visium spatial gene expression slides allow for mapping of the whole transcriptome within 50 μm barcoded spots at a 1- to 10-cell resolution (40). This provides morphological context encompassing the spatial and temporal heterogeneity of CLAD based on correlating H&E sections and mapping of airway cell and fibroblast subpopulations (Figure 6). To characterize cell populations within each barcoded spot, we mapped cell populations defined by the single-cell RNA-Seq data set (Figure 1) onto all spatial transcriptomic samples using an anchor-based integration workflow (41). Interestingly, and independently validating our single-cell and protein expression results, we found colocalization of CD8^+^ TEM cells specifically — and not CD8^+^ TCM, NK, or CD4^+^ T cell populations — within CLAD airway epithelium (Figure 6 and Supplemental Figure 7). Notably, colocalization was present even in early CLAD–affected airways with intact epithelium, minimal fibrosis, and fewer activated, CTHRC1^+^ fibroblasts (42). These findings independently support the single-cell and immunofluorescence data suggesting that CD8^+^ TEM cells mediate basal cell death in early CLAD–affected airways.

## Discussion

Survival after lung transplantation is limited primarily by the development of CLAD, a shared histological feature of which is BO. Though several studies have investigated directed therapies to prevent CLAD or slow the progression of established CLAD, to date, there remain no effective treatments. Here we used data from whole-lung single-cell RNA-Seq and spatial transcriptomic analysis of human CLAD tissues to show that activation of JAK-STAT signaling leads to upregulation of MHC-I in airway basal cells and contributes to cytotoxic CD8^+^ T cell–mediated basal cell death.

Single-cell sequencing and spatial transcriptomic analysis offers an unbiased investigative approach into understanding the mechanisms of airway epithelial cell injury in CLAD. Strengths of this study include the direct analysis of human CLAD lung tissue samples and independent validation of our findings using single-cell RNA-Seq, spatial transcriptomics, immunofluorescence of tissue blocks, and immunoblotting in fresh tissue across a total of 11 independent CLAD explanted lungs. In addition, the use of control lung tissue from donor lungs that were trimmed prior to use for transplantation, rather than discarded donors, as well as controls from lung transplant controls to account for concurrent immunosuppression add to the study rigor. Importantly, we observed increased recruitment of CD8^+^ T cells to basal cells in CLAD but not CLAD-free transplant patients on similar immunosuppression regimens consistent with our observations when comparing CLAD airways to the donor controls. We found no significant differences in the CD8^+^ T cells present between the donor control and transplant control samples, demonstrating that this effect is specific to airways in CLAD. Furthermore, we leveraged the morphological context provided by spatial transcriptomic analysis and validation immunofluorescence studies to understand mechanisms of basal cell death in early CLAD–affected airways. Our combined approach of single-cell and spatial transcriptomics analysis demonstrates the richness of these techniques to uncover disease mechanisms.

We focused on lung airway epithelial to immune interactions because CLAD is defined by airway-centered immune responses progressing to airway obliteration. We found a common pathway — JAK-STAT activation — that leads to MHC-I upregulation specifically in basal cells and promotes ligand-receptor interaction between host CD8^+^ cytotoxic T cells and basal cells that leads to basal cell death in CLAD airways. Identification of JAK-STAT pathway activation within basal cells was based on 2 independent pathway analysis databases — gene set enrichment analysis (GSEA) and CellChat analysis. Recognizing the limitations associated with RNA-Seq analysis with limited sample size, an additional strength of our study is the inclusion of protein validation studies performed using immunofluorescence and Western blot analysis of additional and independent samples of CLAD and control lung tissue that confirm these results.

Our data suggest that upregulation of MHC-I specifically in basal cells likely plays an important role for mediating the airway-centered fibrosis in CLAD. The MHC-I consists of a single heavy α-chain expressed from 1 of 3 distinct gene regions — *HLA-A*, *HLA-B*, and *HLA-C* — in complex with the invariant light chain, *B2M* (43). Although MHC-I is expressed on the surface of all nucleated cells, its expression is tightly regulated and can be modulated in inflammation and cancer (29, 32). Following transplantation, MHC antigens from donor tissue are recognized by the recipient immune system, generating an alloimmune response (44). Prior literature has identified viral infection in patients following transplant as an independent risk factor for developing CLAD, and it has been hypothesized that prior viral infection may “prime” recipient airway epithelial cells for targeting by host T cells (45–47).

Our data suggest important cell-to-cell interactions between cytotoxic T cells and airway epithelial cells in driving IFN-mediated JAK-STAT activation that leads to MHC-I upregulation and T cell–mediated basal cell death. Upregulation of both type I and II IFNs could be driven by viral infection or other noxious exposures in the transplant allograft (48, 49). Further studies will be needed to better define the specific mechanisms that lead to IFN upregulation and recruitment of CD8^+^ T cells to the airway epithelium in CLAD. Prior studies have shown that upregulation of MHC-I leads to targeting by cytotoxic CD8^+^ T cells for cell death (25, 37, 50), and downregulation of MHC-I has been associated with tumor cell and viral mechanisms to evade the innate immune response (25, 36). Given these data, the JAK-STAT pathway represents a potentially novel and promising therapeutic target to prevent or treat CLAD.

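After scaling, 3 of the 35 populations other than basal-like cells with values in all 7 lungs had an exact permutation p under 0.05 for the MHC-I score, each with p = 0.029 and an adjusted p of 0.37 over the populations. None did as deposited. Which populations these were depended on the genes in the score. With B2M alone 3 passed after scaling and with HLA-B and HLA-C alone 2 did, and CD4 cells were the 1 population found with each of these choices. As deposited, 1 passed with HLA-B and HLA-C alone. This was the third AT2 population, whose MHC-I score was lower in CLAD (change of -1.08). The next highest score after basal-like cells was that of ciliated cells in both forms.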

Although upregulation of MHC I might be expected in the allograft, it is interesting to note that, in our single-cell data set, the upregulation of MHC-I is specific to a small number of cell types, most notably basal epithelial cells (Supplemental Figure 2). Given the importance of basal cells as airway progenitors following injury, progressive depletion of airway stem cells via cytotoxic CD8^+^ T cell–mediated cell death suggests a mechanism that impairs normal lung regeneration and may contribute to airway-centered fibrosis characteristic of CLAD. This is supported by findings that cytotoxic CD8^+^ T cell–mediated basal cell death is present in early CLAD–affected airways with intact epithelium and minimal fibrosis. These data also propose a mechanism that explains previous findings that basal cells specifically are depleted in a ferret model of lung transplant CLAD and human CLAD (8).

We recognize that a potential limitation of our study is the use of CLAD tissue from patients undergoing pulmonary retransplantation. Notably, studies in other lung diseases, such as idiopathic pulmonary fibrosis (IPF), have used single-cell RNA-Seq of explant lung tissue to provide insights in disease pathogenesis (42, 51, 52). Prospective evaluation of lung tissue from patients following lung transplantation as a patient progresses from a healthy allograft state to CLAD would be even more useful. However, transbronchial lung biopsies, which are often performed as part of allograft monitoring, provide mostly alveolated as opposed to airway tissue and would not provide adequate tissue for a comprehensive single-cell analysis. In contrast, tissues explanted from patients undergoing retransplantation for CLAD provide adequate tissue and permit the study of the spatial and temporal heterogeneity of CLAD-affected airways (Figure 6). Our findings of CLAD-affected airways with differing severity are consistent with prior studies that have described the histological spectrum of epithelial injury, inflammation and fibrosis present in CLAD lungs (39). In leveraging the morphological context provided by our immunofluorescence and spatial transcriptomic data, we found that JAK-STAT activation and CD8^+^ T cell localization to airways is present in early CLAD–affected airways, as confirmed by intact epithelium and minimal fibrosis (Figure 6 and Supplemental Figure 6).

In conclusion, we demonstrate that JAK-STAT signaling mediates MHC-I upregulation in airway basal cells in CLAD, resulting in cytotoxic CD8^+^ T cell–mediated basal cell death. Our results demonstrate that inhibition of JAK signaling diminishes basal cell MHC-I expression, illustrating the value of JAK inhibition as a putative treatment modality in CLAD. Current strategies for reducing the host immune response to donor tissue include maintenance immunosuppression regimens such as calcineurin pathway inhibitors downstream of T cell receptor signaling, corticosteroids, and cell cycle inhibitors. However, these existing approaches do not directly modulate JAK-STAT signaling. With the emergence of pan- and selective JAK inhibitors in the treatment of inflammatory conditions, including alloimmune-mediated conditions such as graft-versus-host disease, our data provide strong rationale for further study of JAK inhibition in human lung transplant recipients.

## Methods

### Human lung sample preparation for single-cell sequencing.

A 2 ***×*** 2 cm segment of lung tissue was isolated at least 1 cm from the pleura and minced using a razor blade. Tissue was digested at 37°C using Multi Tissue Dissociation Kit 1 (Miltenyi Biotec, 130-110-201) for 30 minutes. Mechanical digestion was performed 3 times using gentleMACS dissociator (Miltenyi Biotec, 130-093-235). The cell suspension was spun down at 300*g* for 10 minutes, and cells were treated with RBC lysis buffer (MilliporeSigma, R7757). The cell suspension was filtered using a 70 μm filter, spun down at 300*g* for 10 minutes, and resuspended in PBS with 0.04% BSA. Single cells were prepared for cDNA amplification and library preparation using Single Cell 3′ Reagent Kits v2 (10x Genomics) at the Molecular Genomics Core facility at the Duke Molecular and Physiology Institute (DMPI). The cDNA libraries were sequenced on the NovaSeq 6000 SP and S1 platforms by the Duke Center for Genomic and Computational Biology core facility.

### Human lung single-cell sequencing data processing.

The primary analytical pipeline for single-cell sequencing analysis followed the recommended protocols from 10x Genomics. Briefly, Cell Ranger v5.0.1 was used to demultiplex raw FASTQ files, align the reads to the 10x GRCh38 reference transcriptome, and generate gene expression matrices for all single cells in each sample. Further downstream analysis was performed in R v4.1.0. The R package Seurat v4.1.0 (41) was used for quality control and further downstream analysis on the feature-barcode matrices produced by Cell Ranger. The top 3,000 genes were selected based on variance using the Seurat implementation FindVariableFeatures. These genes were then centered and scaled using Seurat’s implementation ScaleData and percent mitochondrial genes as a variable to regress out (R code in parentheses) (percent_mt = 0.25). Scaled data were subsequently used for principal components analysis (npcs = 42), and cell cluster analysis was performed using Seurat’s FindNeighbors (dims = 1:42) and FindClusters (resolution = 1.2) functions. Visualization was performed using UMAP. Cell counts, mean reads per cell, and median genes per cell for each sample are provided in Supplemental Figure 1. Differential gene expression analysis was performed using the Seurat’s FindMarkers function, which uses a Wilcoxon rank sum test and Bonferroni correction to generate adjusted *P* values for each gene. Pathway analysis was performed using the fast GSEA (fgsea) package. CellChat (38) analysis was performed using default settings and filtered for cell clusters containing a minimum of 10 cells.

### Visium spatial transcriptomics.

H&E staining of OCT embedded CLAD and donor control samples was performed to identify airway tissues with definitive CLAD morphology and normal controls. Three CLAD and 1 donor control samples embedded in OCT were chosen to proceed to Visium (Supplemental Table 1). Briefly, 10 μm sections were cut from frozen OCT blocks and mounted onto Visium spatial gene expression slides and processed according to the manufacturer’s protocol (10x Genomics). Tissue sections were permeabilized immediately to capture RNA molecules onto barcoded spots on the slide. Libraries were then prepared and sequenced on the NovaSeq 6000 SP platform by the Duke Center for Genomic and Computational Biology core facility.

Fiducial 50 μm spots on the H&E image were manually aligned using Loupe browser v5.0.1 (10x Genomics). Space Ranger software (10x Genomics) was used to process raw FASTQ files, align the reads to the 10x GRCh38 reference transcriptome, and generate gene expression matrices for all single cells in each sample. Further downstream analysis of the spot UMI table and reference H&E section was performed in R using Seurat v4.1.0. Data were normalized using SCTransform and spatial gene expression was visualized using Seurat’s SpatialFeaturePlot function. Integration of single-cell RNA-Seq data was performed using the FindTransferAnchors function with predicted positions of cells visualized using the SpatialFeaturePlot function.

### In vitro culture and assays.

Primary human bronchial epithelial cells were isolated as previously described (35). Single-cell digests underwent negative selection with CD45^+^ (Miltenyi Biotec, 130-045-081) and CD31^+^ (Miltenyi Biotec, 130-091-935) bead sorting. In total, 300,000 cells of this epithelial enriched population were directly lysed for Western blot analysis, as shown in Figure 2G. The remaining cells were plated in culture as previously described (35). A total of 30,000 passage 1 cells was plated into each well of 6.5 mm polyester inserts containing 0.4 μm pores (MilliporeSigma, CLS3470) coated with Type IV human placenta collagen (MilliporeSigma, C7521). In total, 100 μL of air liquid interface (ALI) medium was added to the insert and 600 μL of ALI medium was added to the well at the time of plating. Twenty-four hours after plating, cells were treated with IFN-α (Abcam, ab48750) at a concentration of 100 ng/μL with and without the JAK1 inhibitor, PF-06700841 (MilliporeSigma, PZ0345), at a concentration of 0.5 μM for 24 hours. For immunoblotting, cells were lysed in RIPA buffer with protease and phosphatase inhibitors (Santa Cruz Biotechnology, sc-24948). Protein was quantified (Thermo Fisher Scientific, 23225), and equal amounts of protein was separated by gel electrophoresis (Thermo Fisher Scientific, NP0322BOX) and transferred onto PVDF membrane (Thermo Fisher Scientific, IB24001) using Thermo Fisher Scientific iBlot2 Dry Blotting System. Membranes were probed with antibodies to STAT1 (Cell Signaling Technology, 9172), pSTAT1 (Cell Signaling Technology, 9167), B2M (Cell Signaling Technology, 12851), and GAPDH (Santa Cruz Biotechnology, sc-32233) overnight at 4°C; thoroughly washed with TBS with 0.05% Tween-20; and then incubated with secondary HRP-tagged antibodies for 1 hour at room temperature. Blots were incubated using chemiluminescent reagents (Thermo Fisher Scientific, 34580) and developed using x-ray film (VWR, PI34090).

### Immunofluorescence.

In total, 5 μm FFPE lung tissue sections were deparaffinized, rehydrated, and heat inactivated (BioCare Medical Decloaking Chamber) in citrate buffer (pH 6) for antigen retrieval. Sections were blocked in 3% goat serum in TBS with 0.05% Tween-20 for 1 hour. Sections were incubated with primary antibodies to KRT5 (BioLegend, 905901), STAT1 (Cell Signaling Technology, 9172), CD8A (MilliporeSigma, 108M-9), acetylated α-tubulin (MilliporeSigma, T7451), and SCGB1A1 (R&D Systems, MAB4218) overnight at 4°C in a humidified chamber. Sections were then washed with TBS-T, followed by incubation with secondary antibody in blocking solution for 1 hour at room temperature. Sections were then washed with TBS-T and mounted using aqueous mounting media containing DAPI counterstain. Five-micrometer OCT-frozen sections were required for staining with the B2M antibody (BioLegend, 311402), as this antibody did not recognize the appropriate epitope on FFPE sections. TUNEL staining was performed as directed using a TUNEL in situ apoptosis kit (Elabscience, E-CK-A322) prior to costaining with antibodies. The Proximity Ligation Assay was performed per recommended manufacturer’s protocol (MilliporeSigma, DUO92105) with probes targeting B2M (Abcam, ab215889) and CD8A (Abcam, ab217344). Cell imaging was performed on the Leica SP8 confocal microscope at the Duke Light Microscope Core Facility. Quantification was performed across all cells of all identified airways in each section using particle analysis function in Fiji software. For representative high-resolution images, linear scale adjustments were applied to STAT1, KRT5, CD8A, and B2M. Representative stitched confocal images of entire airways are provided in Supplemental Figures 2, 3, 5, and 6.

### Data and materials availability.

All data associated with this study are present in the paper or the supplemental materials. The raw single-cell RNA-Seq data sets are available at the NCBI Gene Expression Omnibus (GEO) (accession no. GSE224210; access token, stwzykkubnkttmd).

### Statistics.

The number of patient samples for each experiment is indicated in the figure legends. Data aggregation and statistical analyses for immunofluorescence and Western blot studies were performed using GraphPad Prism (v9.4.0). All graphs are represented as mean ± SEM, and a 2-tailed *P* value of less than 0.05 was considered significant. Power calculations were used to determine the necessary sample size for all immunofluorescence experiments based on effect size and results observed in the single-cell RNA-Seq data. Differences in continuous variables between 2 groups was assessed using the unpaired parametric 2-tailed *t* test or Wilcoxon rank test. Comparisons between more than 2 groups were assessed using 1-way ANOVA. Post hoc Tukey testing for multiple-comparison tests was only performed when statistical significance (*P* < 0.05) was identified from the ANOVA. Fisher’s exact test was used for analysis of T cells in association with basal cells based on the contingency table shown in Supplemental Figure 6. All quantification for immunofluorescence studies was performed using stitched images for every airway for every sample, and representative stitched samples are provided in Supplemental Figures 2, 3, and 6. Representative high-resolution confocal images for each group are indicated in the main figures.

### Study approval.

The research objective of this study was to use unbiased single-cell transcriptomic analysis to identify mechanisms contributing to the BO phenotype characterized in CLAD. The sample size and biological replicates were determined by primary sample availability — a limitation, given the paucity of lung retransplant cases. CLAD cases were limited to those with definitive clinical and pathological diagnosis, while control samples were limited to those without significant pathological evidence for airway disease (Supplemental Table 1). Upon identification of JAK-STAT signaling as a putative target, validation studies with immunofluorescence staining for protein were performed on samples used for transcriptomic studies as well as additional and independent CLAD and control lung tissue samples. Sample size needed for statistical significance in validation studies was determined by power calculations as described in the statistics section. The number of samples and biological replicates are specified in figure legends. To establish a causal relationship between IFN signaling, JAK-STAT activation, and MHC-I expression, we treated primary human basal cells from donor controls with IFN-α and a JAK1 inhibitor. These experiments were performed in 3 biological replicates. Outliers are included. Informed consent was obtained from all patients, and the study was approved by the Duke IRB Pro00104727, Pro00100758, and Pro00108982.

## Author contributions

Conceptualization was contributed by AK, JLT, and SMP. Methodology was contributed by AK, JLT, FLK, AN, ZJ, SGG, VJ, and SMP. Investigation was contributed by AK, JLT, FLK, AN, VJ, and SMP. Visualization was contributed by AK and VJ. Funding acquisition was contributed by AK, JLT, and SMP. Project administration was contributed by JLT, FLK, and SMP. Supervision was contributed by JLT, SGG, ZJ, KJW, and SMP. Writing of the original draft was contributed by AK and SMP. Review and editing of the manuscript were contributed by AK, JLT, FLK, AN, ZJ, JV, SGG, KJW, and SMP.

## Supplementary Material

Supplemental data

Supplemental data set 1

Supplemental data set 2

## Figures and Tables

**Figure 1:**
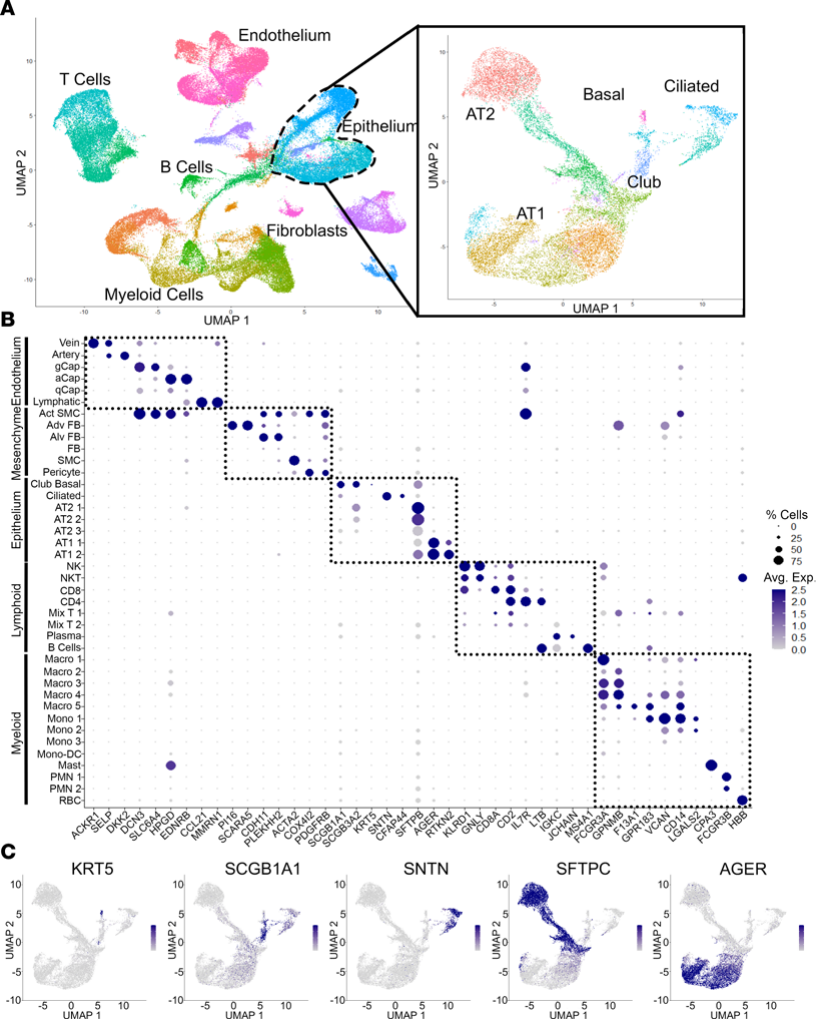
Single-cell RNA-Seq of whole-lung tissue in CLAD. (**A**) UMAP representation of cell clusters from combined 7 samples with epithelial subset analysis showing distinct epithelial cell subpopulations. (**B**) Gene expression dot plot showing unique expression patterns to define 40 lung cell populations in **A**. Complete annotations with cell counts are provided in Supplemental Data File 1. (**C**) Gene expression feature plot showing expression of canonical epithelial cell markers used to define epithelial cell clusters in **A**.

**Figure 2:**
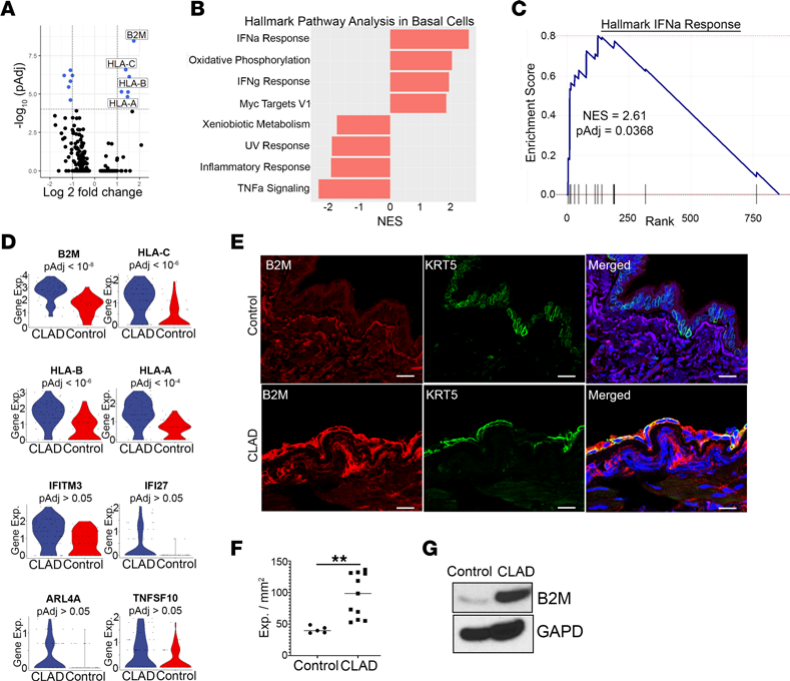
Transcriptional targets of IFN response, including MHC-I expression, are upregulated in CLAD basal cells compared with donor controls. (**A**) Volcano plot of gene expression changes in CLAD (*n* = 4) compared with control (*n* = 3) basal cells showing upregulation of MHC-I–expressing genes. (**B**) Hallmark pathway analysis of 855 preranked genes (Supplemental Data File 2) showing pathways significantly different (*P*_adj_ < 0.05) in CLAD compared with control basal cells. (**C**) GSEA plot showing enrichment of IFN-α and IFN-γ response genes in CLAD basal cells. (**D**) Violin plots demonstrating upregulation of IFN response genes in CLAD compared with control basal cells. (**E**) Immunofluorescence staining of control (top) and CLAD (bottom) airways showing increased expression of MHC-I (red), as measured by antibody staining of B2M, in KRT5^+^ basal cells (green) from CLAD airway tissue compared with control. Yellow in merged panel shows colocalization of MHC-I expression present in CLAD but not donor controls. Scale bar: 30 μm. (**F**) Quantification of MHC-I expression in basal cells in every airway across 3 CLAD and 3 control samples. (**G**) Immunoblotting showing increased protein expression of B2M in epithelial-enriched protein lysates from CLAD compared with control airway tissue. Differential gene expression (**A**–**D**) was performed using the Wilcoxon rank sum test with Bonferroni correction to generate adjusted *P* values. Statistical analysis for protein quantification (**F**) was performed using the unpaired parametric *t* test. Data are shown as mean ± SEM. **P < 0.01.

**Figure 3:**
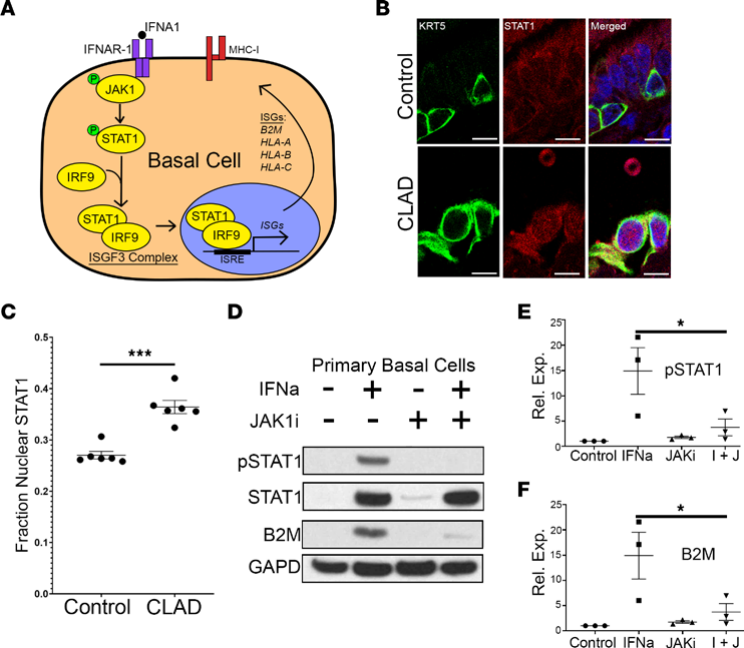
Activation of JAK-STAT pathway in CLAD basal cells mediates overexpression of MHC-I. (**A**) Schematic showing JAK-STAT activation leads to nuclear localization of STAT1 where it binds to IFN-sensitive response element (ISRE) leading to upregulation of IFN stimulating genes (ISGs), including MHC-I–expressing genes (*B2M*, *HLA-A*, *HLA-B*, *HLA-C*). (**B**) Immunofluorescence shows increased nuclear localization for STAT1 (red) in CLAD compared with control basal cells (KRT5^+^, green) (*n* = 6 CLAD cases and 6 controls). DAPI, blue. Scale bar: 10 μm. (**C**) Quantification of nuclear localization of STAT1 in CLAD compared with control basal cells. (**D**) Immunoblotting for phospho-STAT1, STAT1, B2M, and GAPD in primary basal cells isolated from donor controls shows activation of JAK1-STAT1 signaling and upregulation of MHC-I following stimulation with IFNA1 (100 ng/μL). This response is partially rescued with cotreatment with the JAK1 inhibitor, brepocitinib (0.5 μM). (**E** and **F**) Quantification showing a significant decrease in IFN-mediated activation of JAK-STAT pathway in cells treated with a JAK1 inhibitor (*n* = 3 biological replicates). Statistical analysis for immunofluorescence experiments was performed using the unpaired parametric *t* test, while analysis for Western blots was performed using the 1-way ANOVA (*P* < 0.05) with post hoc Tukey test. Data are shown as mean ± SEM. *P < 0.05, ***P < 0.001.

**Figure 4:**
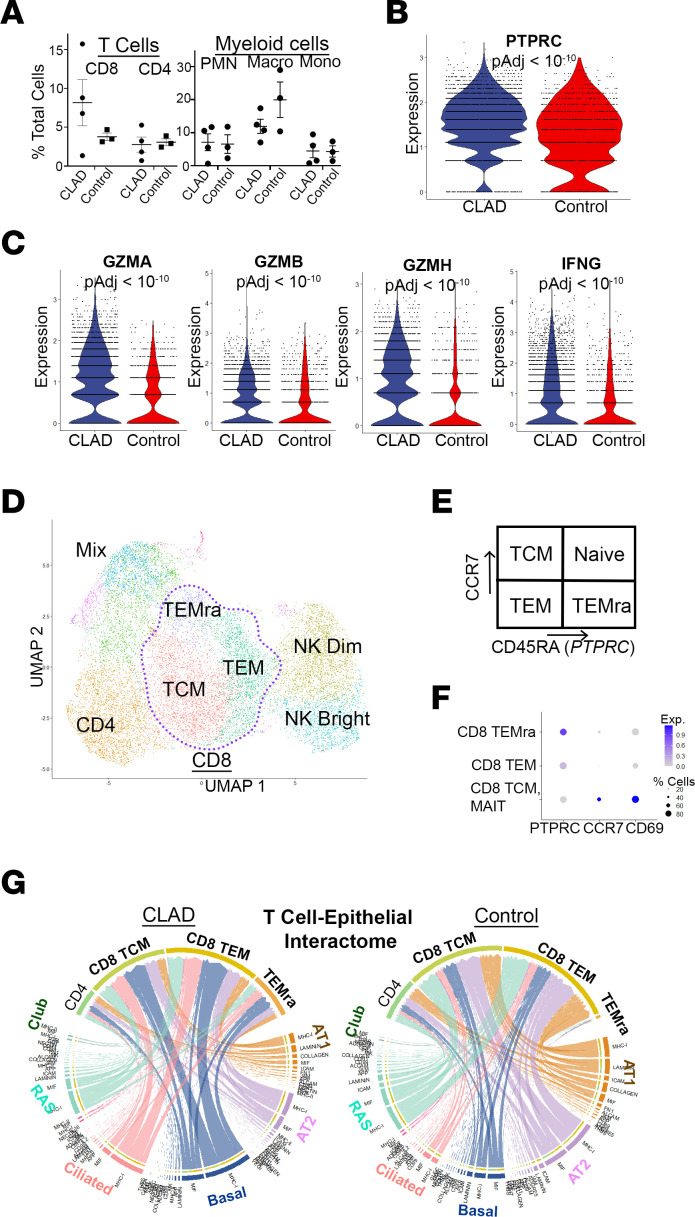
Enrichment of activated and mature cytotoxic CD8^+^ T cells in CLAD lung compared with donor control. (**A**) Cell count analysis of single-cell RNA-Seq data set shows enrichment of total CD8 cell populations (no statistically significant difference). (**B**) Violin plot of *PTPRC* (CD45RA) gene expression shows increased maturation of CD8^+^ T cells in CLAD lung. (**C**) Violin plots demonstrating increased expression of activation markers (GZMA, GZMB, GZMH, IFNG) in CLAD CD8^+^ T cells compared with donor control. (**D**) Subcluster analysis of the T cell population from the single-cell RNA-Seq data set. (**E**) Schematic of markers (*PTPRC*, *CCR7*) of T cell maturation. (**F**) Gene expression dot plot used to annotate subclusters identified in **D**. (**G**) CellChat analysis of predicted T cell–epithelial cell interactions in CLAD (left) compared with control (right) lung cells. The chord diagram shows a predicted increase in CD8^+^ cell, and especially CD8^+^ TEMRA cell, interactions with basal and ciliated airway epithelial cells. Statistical analysis for cell counts (**A**) was performed using unpaired parametric *t* tests. Differential gene expression (**B** and **C**) was performed using the Wilcoxon rank sum test with Bonferroni correction to generate adjusted *P* values. Data are shown as mean ± SEM.

**Figure 5:**
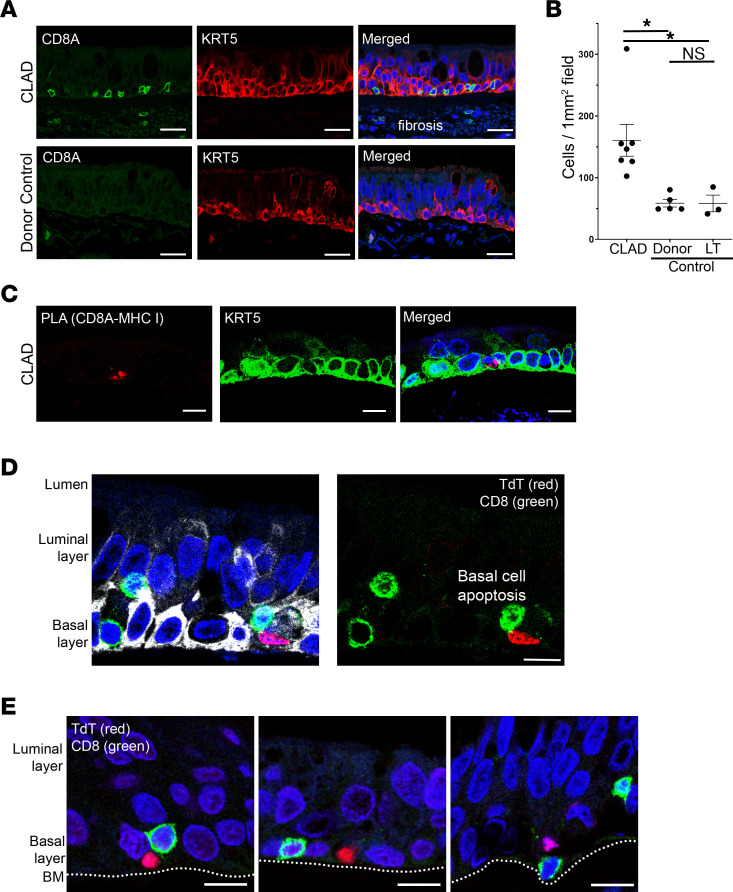
CD8^+^ T cells colocalize with KRT5^+^ basal cells and induce apoptosis in CLAD airways. (**A**) Immunofluorescence staining for CD8^+^ T cells (CD8A, green) shows increased colocalization with basal cells (KRT5, red) in CLAD airways (top) compared with control airways (bottom) (*n* = 7 CLAD cases and 8 controls). Extensive fibrosis was notable in CLAD airways as indicated by nonspecific staining. Scale bar: 20 μm. (**B**) Quantification of immunofluorescence showing significantly increased CD8^+^ cells in CLAD airways compared with donor and lung transplant (LT) control tissue. There was no significant difference in CD8^+^ cell airway localization between the 2 control groups. (**C**) Proximity ligation assay with probes targeting CD8A and B2M (as a surrogate for MHC-I) identified a putative ligand-receptor interaction between CD8^+^ T cells and basal cells (KRT5) in CLAD airways. (**D** and **E**) TUNEL staining (TdT, red) revealed multiple cases of basal cell (KRT5, white) apoptosis in direct association with CD8^+^ T cells (CD8A, green) in CLAD airways that were not observed in control airways. Airway basement membrane (BM) is annotated for reference in **E**. Scale bar: 10 μm. Statistical analysis for immunofluorescence quantification (**B**) was performed using the 1-way ANOVA (*P* < 0.05) with post hoc Tukey test. Data are shown as mean ± SEM. *P < 0.05.

**Figure 6:**
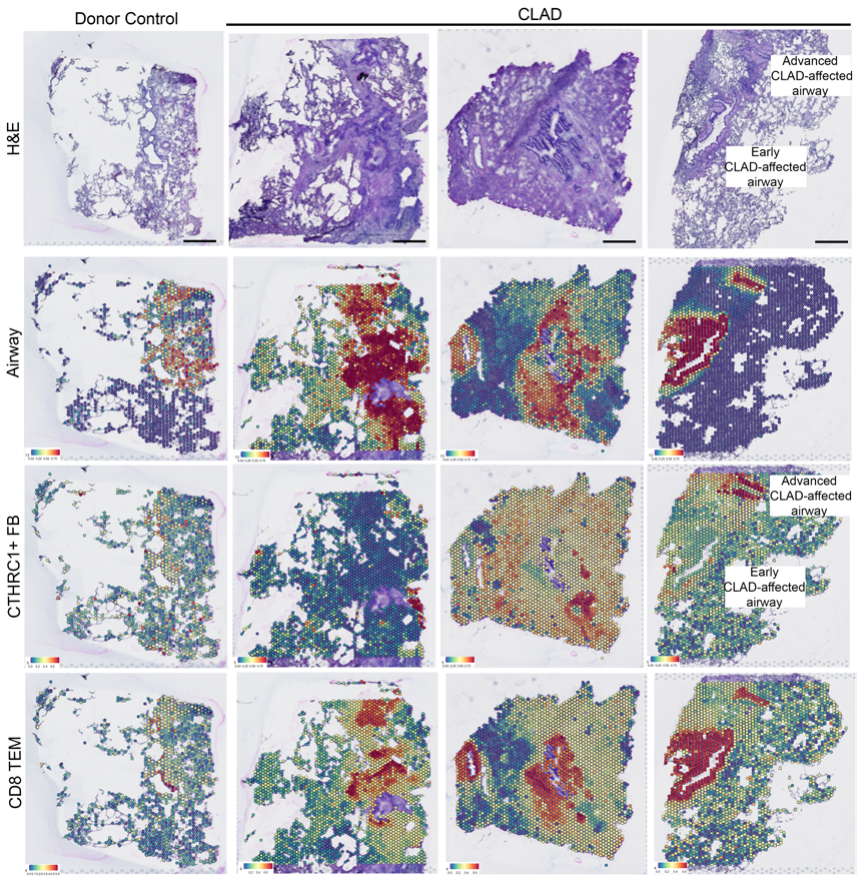
Enrichment of CD8^+^ TEM cells in airway epithelial cells in diseased CLAD airway epithelium. H&E staining (top panel) for control (left) and 3 CLAD samples (right) on which spatial transcriptomic analysis was performed. Airway secretory cells, CTHRC1^+^ fibroblasts, and CD8^+^ TEM cells defined by single-cell RNA-Seq data set were mapped onto control (left panel) and CLAD (right 3 panels) spatial transcriptomic data sets. The results show enrichment of CD8^+^ TEM cells in early CLAD–affected airways.

# Supplementary material for: JAK-STAT activation contributes to cytotoxic T cell–mediated basal cell death in human chronic lung allograft dysfunction
**Source:** JCI Insight. 2023 Mar 22;8(6):e167082. doi: 10.1172/jci.insight.167082
**Supplement:** Supplemental data

## Supplementary Information

### CLAD Whole Lung Patient Characteristics

### Donor Control Patient Characteristics

### Lung Transplant Control Patient Characteristics

### Spatial Transcriptomic Data Patient Characteristics

**Supplementary Table 1: Patient characteristics.** Patient characteristics for whole lung samples used in single cell RNA sequencing and spatial transcriptomic studies as well as lung transplant control patients used in protein validation studies. The table for transplant controls includes the indication for surgical biopsy via video-assisted thoracoscopic surgery (VATS).

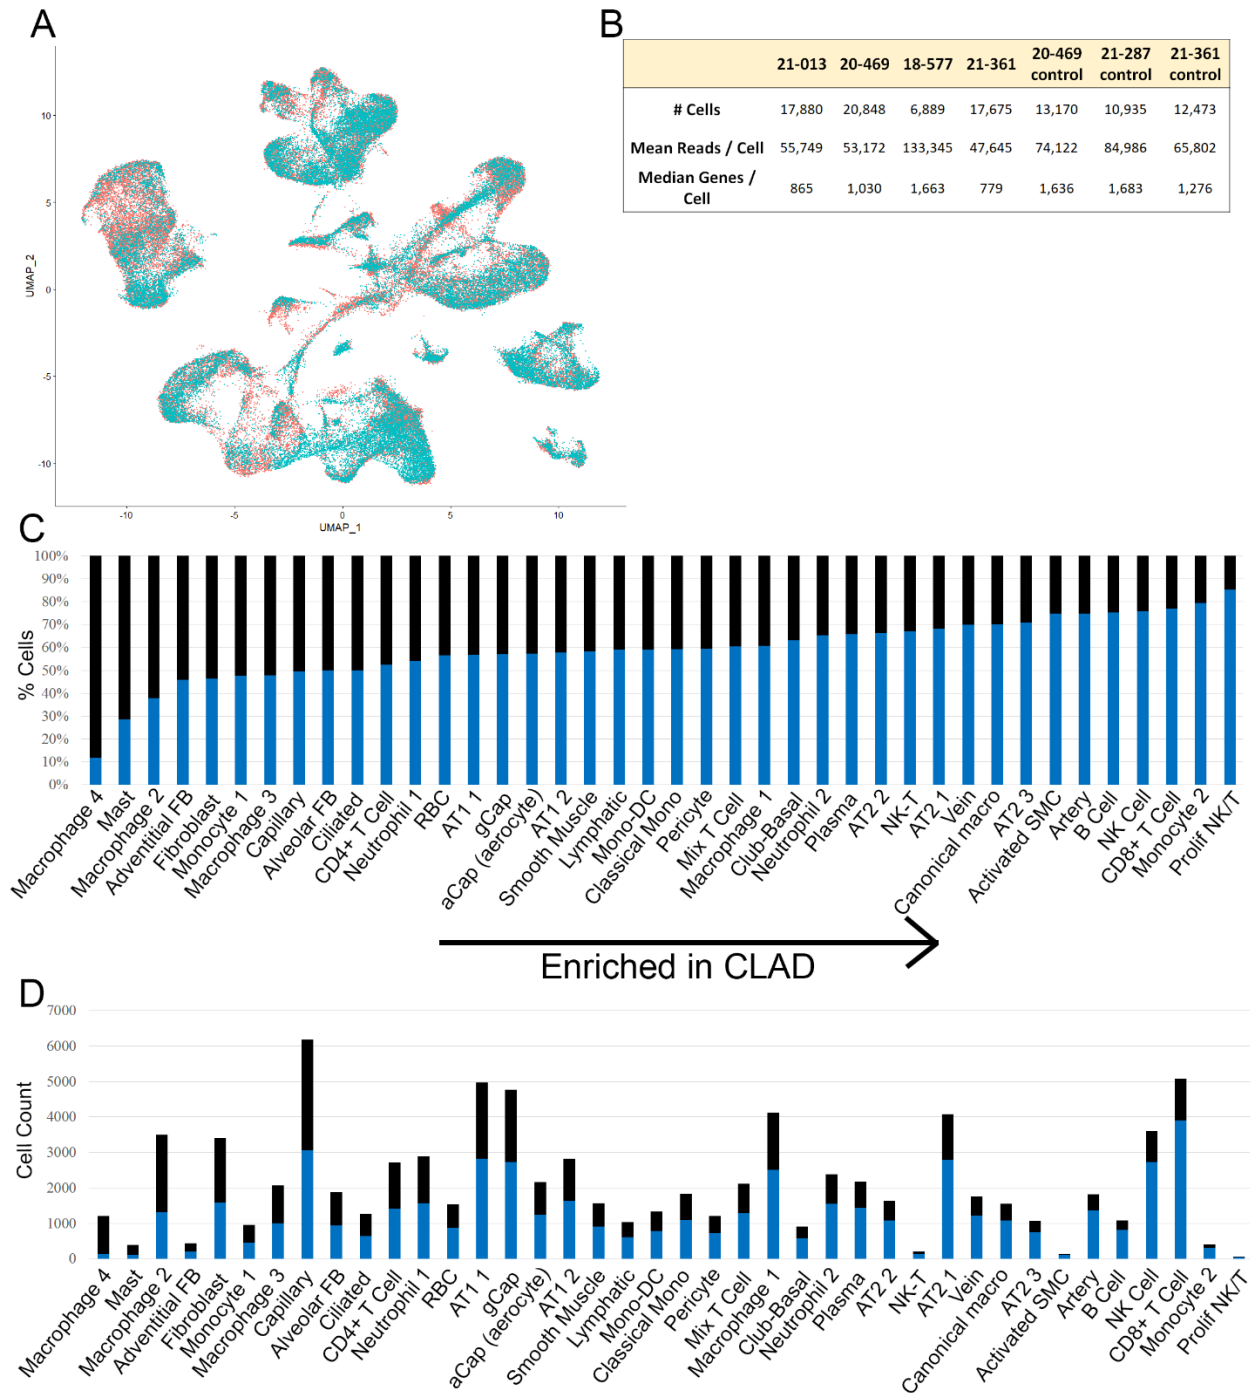

**Supplementary Figure 1: Cell count by cluster analysis for CLAD and donor control RNA sequencing data.** A. UMAP representation of combined four CLAD patient samples (orange) and three donor control samples (green). B. Raw cell count and read count for each sample. C. CLAD (blue) compared to control (black) cell representation for each cell cluster showing cell types enriched in CLAD lungs compared to control lungs. D. Raw cell count by cluster analysis of four CLAD patient samples (blue) and three donor control samples (black). Complete annotations of cell types are provided in Supplementary Data 1.

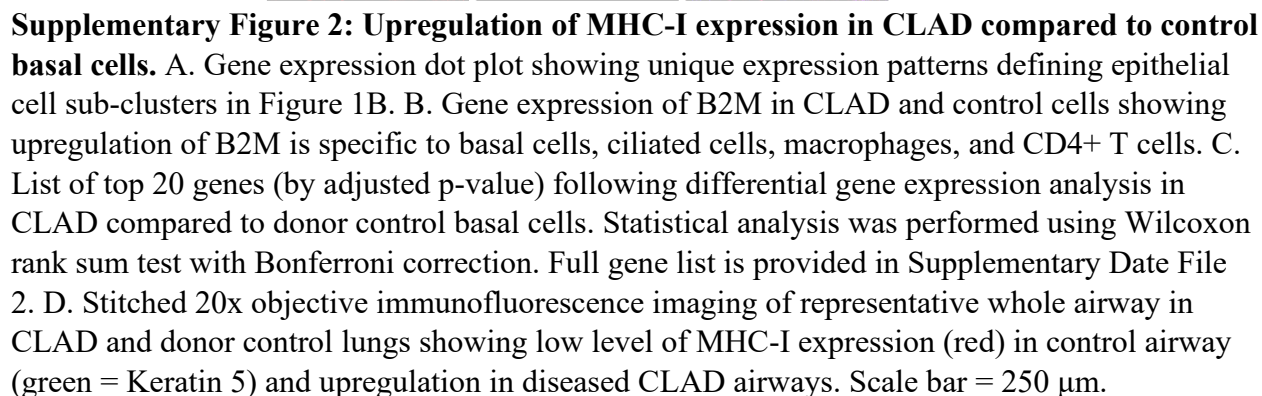

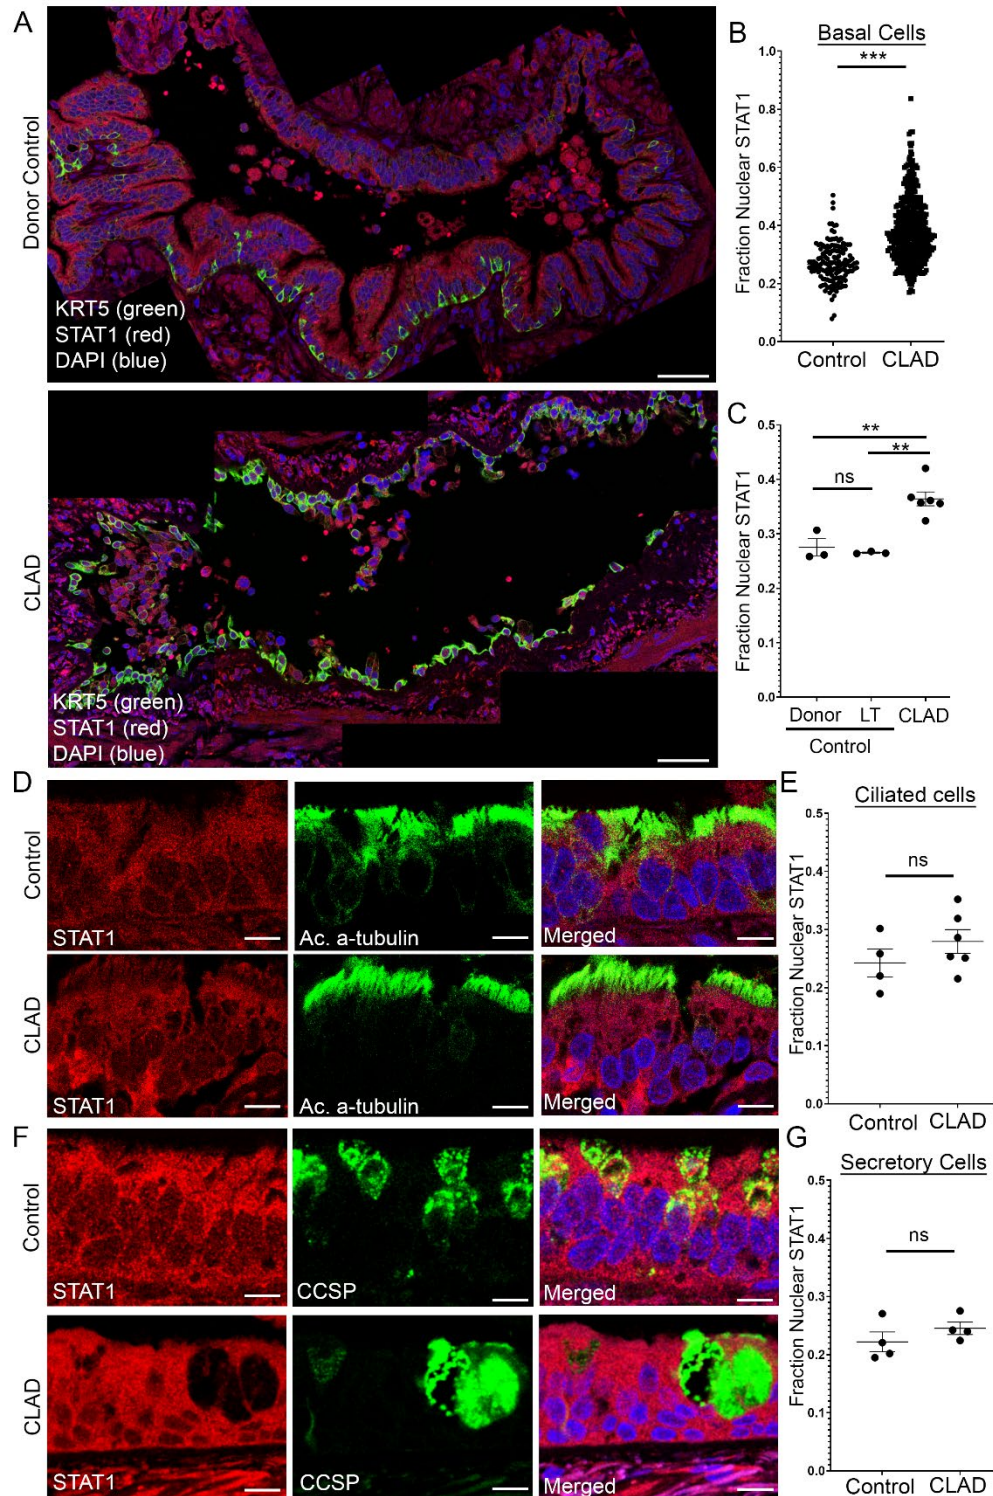

**Supplementary Figure 3: Increased nuclear localization of STAT1 in CLAD basal cells but not CLAD ciliated and secretory cells.** A. Stitched 40x objective confocal images of immunofluorescent staining for KRT5 (green), STAT1 (red), and DAPI (blue) in CLAD and control airways of similar size. Extensive fibrosis and epithelial damage are present in the CLAD airway. Scale bar = 50 $\mu$ m. B. Quantification of the fraction of nuclear STAT1 across all KRT5+

cells in a single 5µm section from 6 CLAD and 6 control samples. C. Quantification of fraction of nuclear STAT1 in CLAD samples (n=6) compared to lung transplant (LT) control (n=3) and donor control (n=3) showing no significant difference in nuclear STAT1 expression in the two control groups. D-G. Immunofluorescence with quantification showed no significant change in nuclear localization of STAT1 in CLAD ciliated (D-E) or secretory cells (F-G) compared to control. Scale bar = 10µm. Statistical analysis for immunofluorescence experiments was performed using the unpaired parametric t-test (B, E, and G) or one-way ANOVA ( $p < 0.05$ ) with post-hoc Tukey test (C). Graph depicts mean with SEM. \*\* =  $p < 0.01$ , \*\*\* =  $p < 0.001$ .

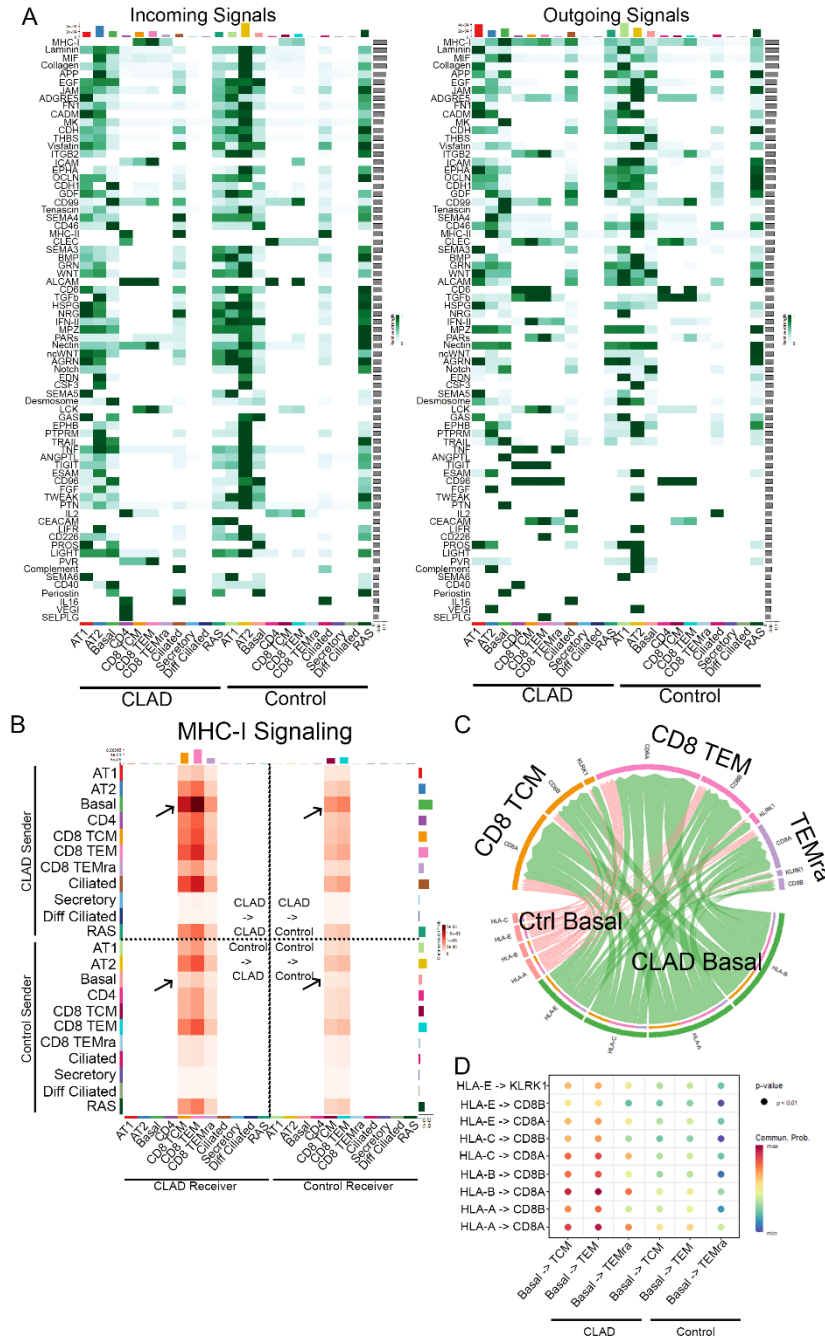

**Supplementary Figure 4: Cell Chat analysis predicts increased CLAD basal cell to CD8+ T cell interactions via MHC-I signaling compared to control basal cells.** A. Signaling pathways contributing most to outgoing and incoming signals in predicted epithelial-T cell interactions. B. Heatmap of predicted epithelial-T cell interactions via MHC-I signaling shows highest predicted interaction between CLAD basal cells and CLAD CD8+ TEM cells. Arrows show comparison of basal and CD8+ T cell interactions in CLAD and control cells. C. Chord diagram shows a predicted increase in CLAD basal cell compared to control basal cell CD8+ T cell interactions via MHC-I signaling. D. Bubble plot showing all significant predicted MHC-I mediated interactions between basal cells and CD8+ T cells.

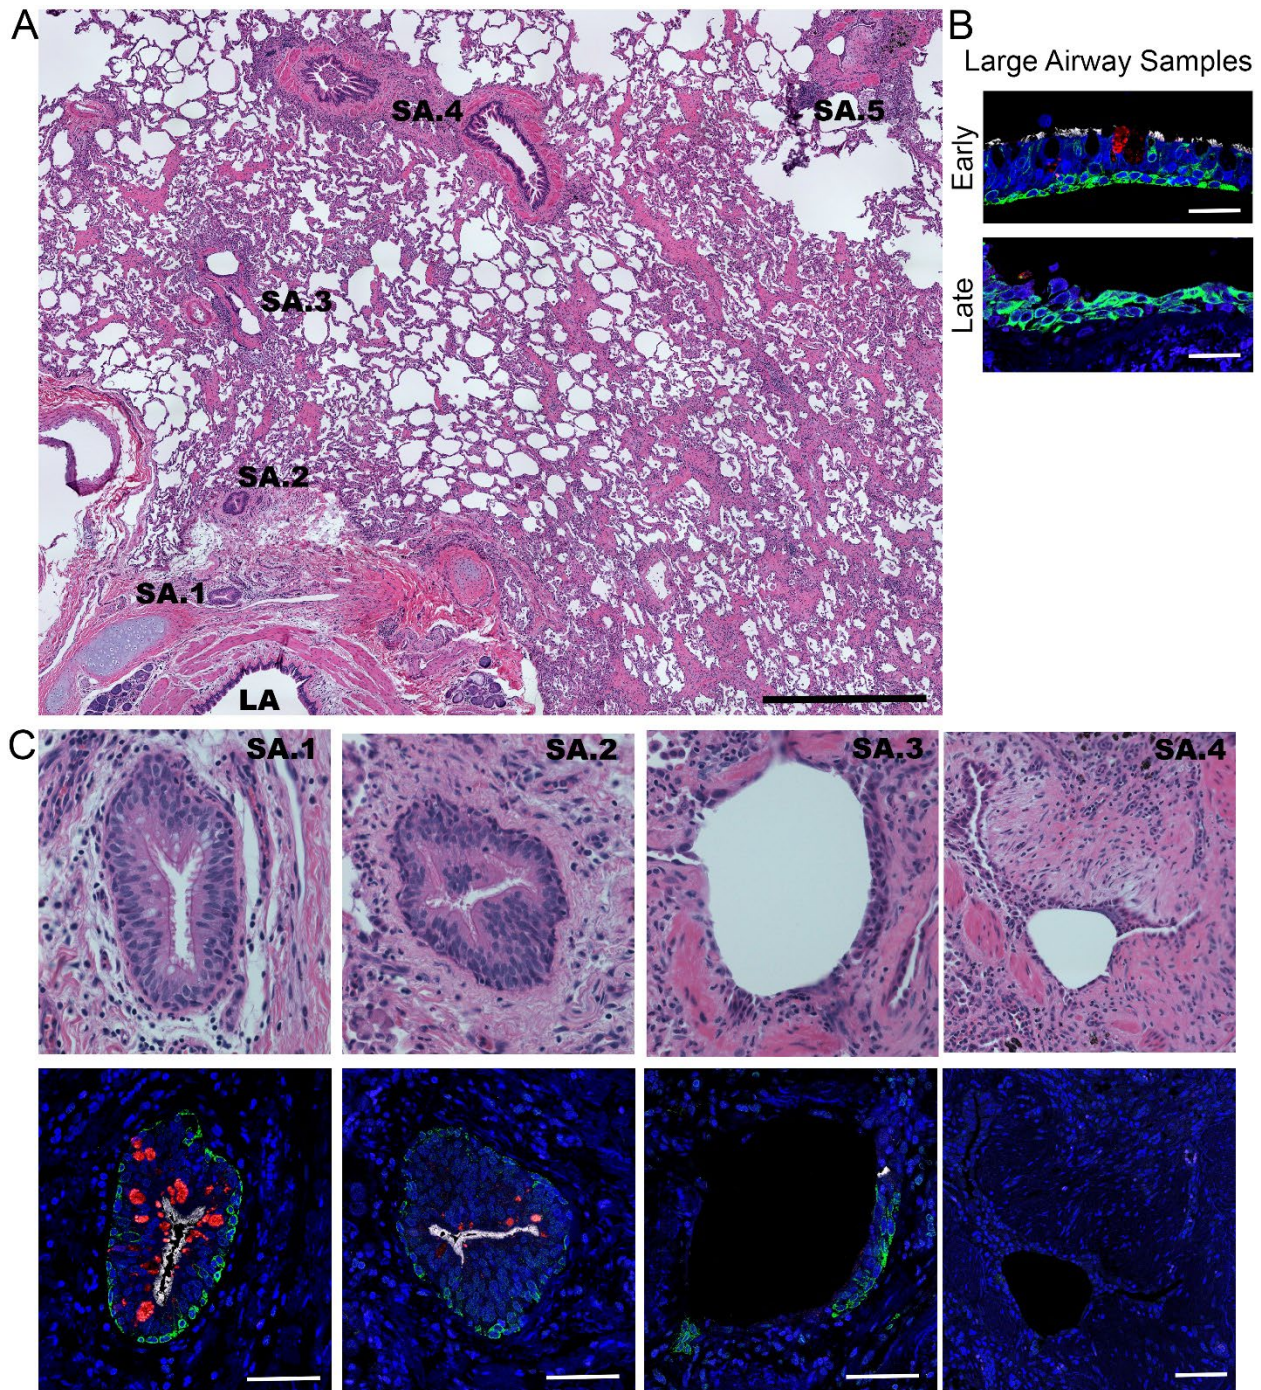

**Supplementary Figure 5: Heterogeneity of disease in CLAD.** A. H&E staining from a single CLAD patient explant showing large (LA) and small airways (SA) in various stages of disease. Scale bar = 1000um. B. High resolution view of large airways from the same patient sample showing varying degrees of epithelial cell damage from intact epithelium (top) to complete loss of normal epithelial markers in the setting of advanced airway fibrosis (bottom). Keratin 5 = green, SCGB1A1 = red, acetylated alpha-tubulin = white. Scale bar = 50um. C. High resolution H&E staining (top) and immunofluorescence (bottom) from (A) showing four small airways (SA) in different stages of disease as determined by loss of epithelial cells, inflammation, and

peribronchiolar fibrosis. SA.1 provides an example of a normal small airway while SA.4 demonstrates a classic bronchiolitis obliterans lesion. Keratin 5 = green, SCGB1A1 = red, acetylated alpha-tubulin = white. Scale bar = 50um.

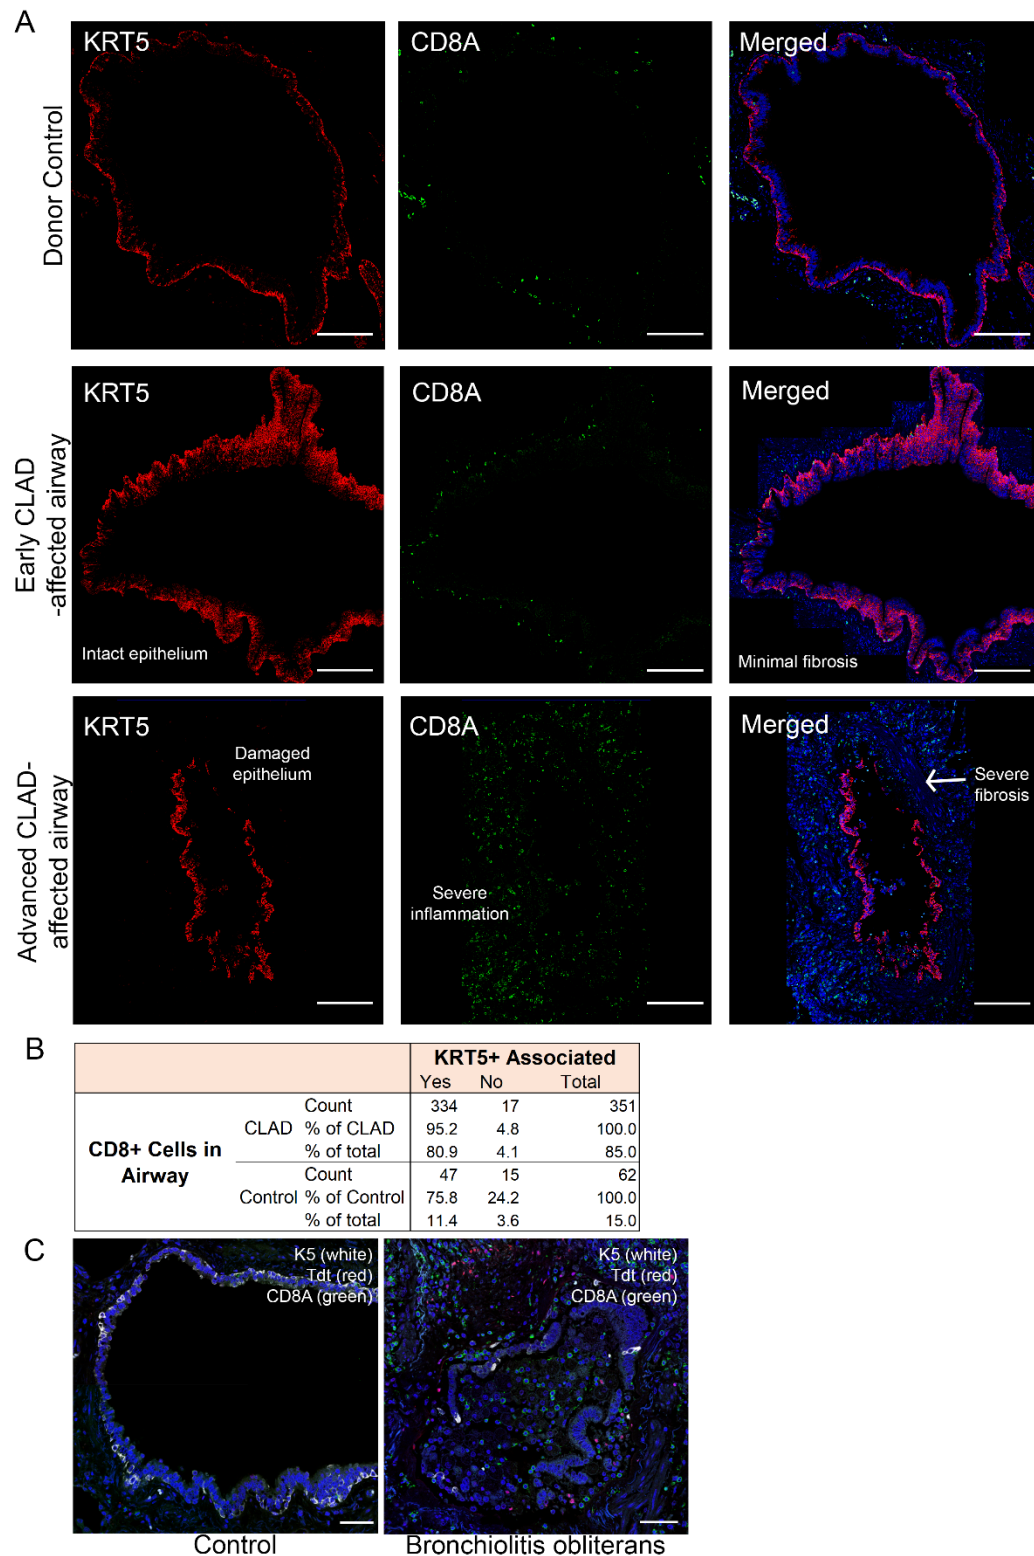

**Supplementary Figure 6: Increased co-localization of CD8+ T cells with basal cells in early CLAD-affected airways.** A. Stitched confocal images of immunofluorescence staining for CD8A and KRT5 in control (top), early CLAD-affected airways with intact epithelium and minimal fibrosis (middle), and advanced CLAD-affected airways (bottom) shows increased co-

localization of CD8<sup>+</sup> T cells with basal cells in early CLAD-affected airways compared to control airways. B. Contingency table of CD8<sup>+</sup> T cell counts within early CLAD-affected and control airways in direct association with KRT5<sup>+</sup> basal cells. Analysis with Fisher's exact test showed a significant increase ( $p < 0.0001$ ) in CD8<sup>+</sup> T cells in direct association with KRT5<sup>+</sup> basal cells in early CLAD-affected airways compared to control airways. C. Stitched confocal images of CD8A (green), KRT5 (white), and TUNEL staining for apoptosis (red) in CLAD and control airways showing diffuse CD8<sup>+</sup> T cell infiltration and apoptosis in a BO lesion in CLAD that were not observed in control airways. Scale bar = 50 $\mu$ m.

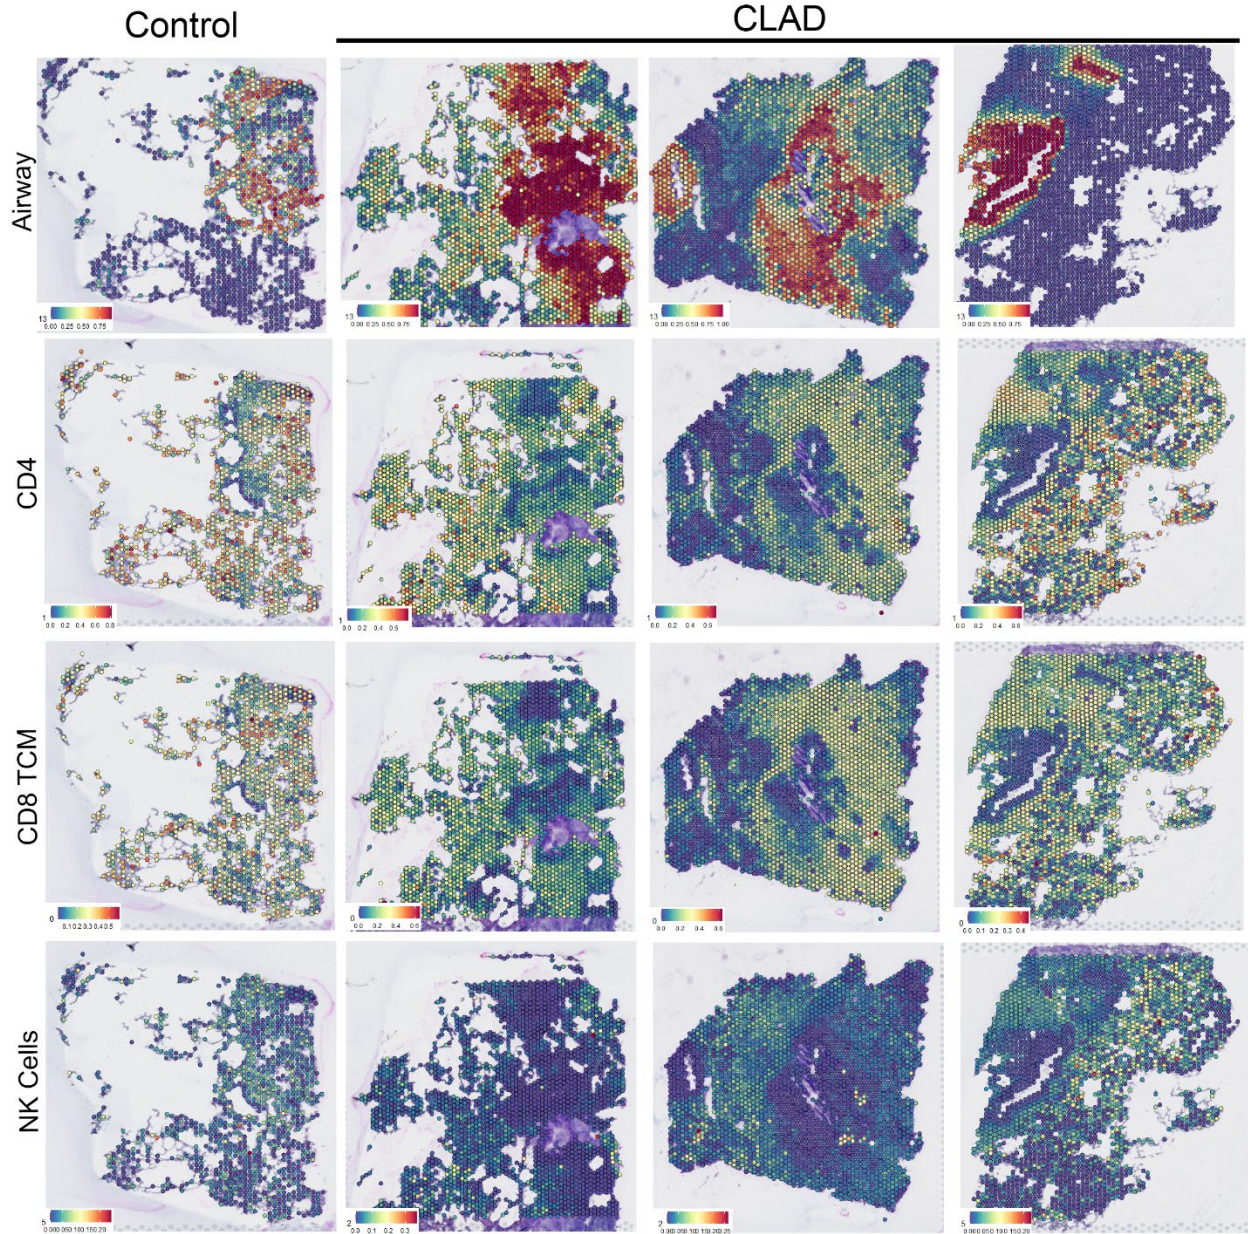

**Supplementary Figure 7: Mapping of T cell populations from single cell RNA sequencing dataset onto spatial transcriptomic datasets in CLAD.** Mapping of airway secretory cells, CD4 T cells, CD8 TCM cells, and NK cells defined by single cell RNA sequencing dataset (Figure 4) onto control (left panel) and CLAD (right three panels) spatial transcriptomic datasets.

# Supplementary material for: JAK-STAT activation contributes to cytotoxic T cell–mediated basal cell death in human chronic lung allograft dysfunction
**Source:** JCI Insight. 2023 Mar 22;8(6):e167082. doi: 10.1172/jci.insight.167082
**Supplement:** Supplemental data set 2

ATOH8,1.21E-06,-0.582082869,0.03,0.373,0.029886524  
PMAIP1,1.27E-06,-0.801161355,0.364,0.78,0.031296812  
SDC4,1.51E-06,-0.809234655,0.545,0.864,0.037353301  
CCND2,1.52E-06,-0.752495923,0.212,0.61,0.037400181  
IGFBP2,1.71E-06,-1.032531372,0.909,0.983,0.042223006  
KIAA1324,2.21E-06,-0.683703773,0.136,0.542,0.054582485  
LTBP3,2.30E-06,-0.445544036,0.045,0.39,0.056758407  
SNHG9,2.54E-06,-0.515388025,0.091,0.458,0.062623896  
ARAP2,2.69E-06,-0.517231725,0.03,0.356,0.066387251  
LAMB3,2.83E-06,-0.766449789,0.561,0.881,0.069725193  
SCGB3A1,2.85E-06,-1.037762353,0.273,0.678,0.070245313  
PLIN5,2.94E-06,-0.466605652,0.03,0.356,0.072558442  
RGCC,3.42E-06,-0.753111342,0.121,0.492,0.084329357  
PDLIM2,3.50E-06,-0.581859559,0.076,0.424,0.086496741  
TNFAIP3,3.54E-06,-0.759313607,0.121,0.492,0.087308294  
SOD2,3.56E-06,-0.759150674,0.47,0.864,0.087767715  
MIR22HG,3.89E-06,-0.537260205,0.121,0.492,0.095893037  
DUOX1,4.26E-06,-0.567007548,0.121,0.492,0.105220394  
PGAM1,4.54E-06,0.504825196,0.424,0.068,0.112103413  
CCNL1,4.57E-06,-0.711666624,0.576,0.864,0.112910786  
MT2A,5.21E-06,-1.168526066,0.621,0.949,0.128530099  
HLA-DRA,5.28E-06,1.275935168,0.561,0.203,0.130296357  
ALDH3A2,5.52E-06,-0.548774193,0.273,0.695,0.136291329  
FOLR1,5.75E-06,-0.630304079,0.212,0.61,0.141816519  
RUNX1,5.76E-06,-0.483679165,0.152,0.542,0.14218897  
IFITM3,6.33E-06,1.002784702,0.833,0.644,0.156103744  
CNTN4,6.54E-06,-0.346175641,0,0.271,0.161445196  
CNKSR3,6.60E-06,-0.709238865,0.182,0.542,0.162808234  
ADH1C,7.18E-06,-0.571839353,0.076,0.424,0.17720734  
SLPI,8.23E-06,0.994611481,0.788,0.373,0.203177929  
RNF145,9.34E-06,-0.62569817,0.606,0.797,0.230606935  
SYT8,9.37E-06,-0.946582975,0.136,0.492,0.231266615  
HMGB3,9.43E-06,-1.302476095,0.591,0.797,0.232650462  
BNIP3,9.55E-06,-0.647177897,0.242,0.61,0.235734725  
TUT4,9.94E-06,-0.487737381,0.076,0.407,0.245347109  
ST3GAL5,1.01E-05,-0.503857047,0.061,0.39,0.250276316  
TSPYL2,1.08E-05,-0.428266045,0.045,0.356,0.267118623  
STOM,1.14E-05,-0.898716664,0.333,0.678,0.281248928  
PEG10,1.23E-05,-0.704893395,0.061,0.373,0.304177849  
GADD45G,1.38E-05,-0.346175641,0.106,0.475,0.339777375  
NSG1,1.41E-05,-0.468412408,0.121,0.475,0.348021359  
CAPS,1.42E-05,-0.501826512,0.136,0.508,0.351585433  
CFLAR,1.61E-05,-0.585890776,0.152,0.508,0.398417501  
NFKBIA,1.63E-05,-0.839822975,0.561,0.864,0.402099768  
MT1M,1.70E-05,-0.686172029,0.061,0.373,0.420111057  
ZBTB16,1.83E-05,-0.653139455,0.045,0.339,0.452362696  
APLP2,1.88E-05,-0.637484501,0.667,0.864,0.46287792  
HLA-F,1.95E-05,0.483965462,0.364,0.051,0.481511252  
TRAF4,2.10E-05,-0.561681677,0.091,0.407,0.517926936  
NR1D2,2.50E-05,-0.375154708,0.045,0.339,0.616919035

PSME2,2.73E-05,0.579514662,0.47,0.136,0.674276921  
ANOS1,2.75E-05,-0.622724853,0.227,0.576,0.678278735  
KMT2C,3.01E-05,-0.378068977,0.03,0.305,0.743177875  
KLF10,3.03E-05,-0.559086568,0.167,0.525,0.746808396  
DUSP2,3.06E-05,-0.819358873,0.076,0.373,0.754368594  
DUOXA1,3.25E-05,-0.506886556,0.121,0.441,0.803092781  
GSE1,3.27E-05,-0.381064098,0.015,0.271,0.806294183  
EBF4,3.35E-05,-0.32448057,0.015,0.271,0.827847833  
BCAM,3.49E-05,-0.798552502,0.652,0.932,0.860564615  
PIM3,3.91E-05,-0.614263275,0.379,0.695,0.965601202  
MFHAS1,3.99E-05,-0.519798591,0.076,0.373,0.985586763  
TUBB,4.16E-05,0.475678851,0.545,0.186,1  
ITGA2,4.27E-05,0.781665402,0.742,0.424,1  
MAOA,4.46E-05,-0.586636355,0.106,0.407,1  
PXDC1,4.64E-05,-0.398191266,0.076,0.39,1  
NEDD9,4.76E-05,-0.636289581,0.348,0.644,1  
BAG3,4.78E-05,-0.553176012,0.136,0.458,1  
EGR1,4.95E-05,-0.862190788,0.788,0.932,1  
PPIC,5.05E-05,0.400843618,0.424,0.102,1  
PPL,5.07E-05,-0.516181805,0.182,0.508,1  
LBH,5.35E-05,-0.516181805,0.136,0.475,1  
IFNGR1,5.73E-05,-0.551697588,0.258,0.593,1  
CAV1,6.09E-05,-1.16175107,0.106,0.39,1  
RASSF7,6.13E-05,-0.287281952,0,0.22,1  
MPRIIP,6.21E-05,-0.396216324,0.03,0.288,1  
CEMIP2,6.23E-05,-0.689380396,0.152,0.458,1  
LRG1,6.32E-05,-0.615782701,0.106,0.407,1  
NTM,6.32E-05,-0.775568433,0,0.22,1  
PGK1,6.41E-05,0.513976895,0.576,0.22,1  
IFI27,6.46E-05,0.751537297,0.273,0.017,1  
PRRC2A,6.51E-05,-0.341074769,0.03,0.288,1  
JAM3,6.86E-05,-0.36244842,0.015,0.254,1  
GATA6,6.86E-05,-0.36244842,0.015,0.254,1  
TXNIP,6.99E-05,-0.621182689,0.258,0.627,1  
SLC34A2,7.09E-05,-0.992623799,0.409,0.695,1  
PGF,7.16E-05,0.531271177,0.273,0.017,1  
JDP2,7.17E-05,-0.424785476,0.061,0.339,1  
PSMB9,7.23E-05,0.438641471,0.333,0.051,1  
C12orf49,7.53E-05,-0.390020058,0.061,0.339,1  
CLDN4,7.57E-05,-0.794331591,0.53,0.831,1  
PRDM2,7.59E-05,-0.3668655,0.076,0.373,1  
DSTN,7.79E-05,-0.532845222,0.773,0.915,1  
TXN,8.67E-05,0.857614255,0.833,0.593,1  
PTP4A2,9.68E-05,-0.433555685,0.197,0.542,1  
STARD7,9.83E-05,-0.42782593,0.182,0.508,1  
FGFR2,0.000102099,-0.553176012,0.152,0.458,1  
FNBP1L,0.000102962,-0.364243934,0.091,0.39,1  
RHOB,0.000103691,-0.633819514,0.576,0.814,1  
C4orf3,0.000109959,0.474285615,0.561,0.237,1  
RHOTB2,0.000111038,-0.375154708,0.045,0.305,1

FAM189A2,0.000111038,-0.338628832,0.045,0.305,1  
H2AFZ,0.000116125,0.417111231,0.606,0.237,1  
TSC22D1,0.0001172,-0.713736248,0.879,0.966,1  
PHYHD1,0.000117514,-0.468412408,0.136,0.441,1  
NPNT,0.000119064,-0.533719847,0.03,0.271,1  
CDC14B,0.000125818,-0.378068977,0.03,0.271,1  
CEMIP,0.000130283,0.531271177,0.258,0.017,1  
PLXNA2,0.00014038,-0.463779607,0.106,0.39,1  
SOCS2,0.000140795,-0.566592802,0.061,0.322,1  
VPS37B,0.000145405,-0.430937703,0.167,0.475,1  
NEO1,0.000147265,-0.285486438,0.015,0.237,1  
S100A2,0.000164579,1.204316454,0.97,0.847,1  
ALDH3A1,0.000173679,-0.932725556,0.364,0.661,1  
HMG3,0.000178528,-0.518236387,0.652,0.831,1  
TYMP,0.000186894,0.361810886,0.348,0.068,1  
PKM,0.000187534,0.460444337,0.803,0.542,1  
CXCL3,0.000189379,-0.746713571,0.182,0.458,1  
SERPINB4,0.000194342,1.390234108,0.212,0,1  
FARP1,0.000204374,-0.387043382,0.076,0.339,1  
CHD3,0.00020646,-0.469179595,0.197,0.492,1  
HLA-DPB1,0.00021321,0.70861365,0.348,0.085,1  
TPI1,0.000219671,0.537589452,0.773,0.559,1  
ZFAND5,0.000222032,-0.625318463,0.379,0.644,1  
LAMA5,0.000227324,-0.421813909,0.197,0.508,1  
RYBP,0.000228208,-0.315784699,0.061,0.322,1  
OTULIN,0.000228691,-0.320013154,0.045,0.288,1  
SLC03A1,0.000239967,-0.543180177,0.152,0.424,1  
FRMD4B,0.000241756,-0.378562459,0.106,0.39,1  
MFSD10,0.000245534,-0.430567828,0.258,0.559,1  
MRPS17,0.000247017,0.384530963,0.333,0.068,1  
HIST1H1E,0.000248166,-0.451257687,0.091,0.356,1  
LINC-PINT,0.000256606,-0.468412408,0.136,0.424,1  
OAT,0.000256776,-0.483679165,0.485,0.729,1  
TACC2,0.000259506,-0.463779607,0.106,0.373,1  
MAP3K11,0.000261083,-0.287281952,0,0.186,1  
SNRNP27,0.000265616,-0.341074769,0.03,0.254,1  
MAP2K3,0.00026617,-0.401217005,0.091,0.356,1  
POLR2L,0.000268878,-0.466144506,0.727,0.898,1  
ZSWIM6,0.000272628,-0.322215742,0.03,0.254,1  
SUPT5H,0.000272628,-0.359690448,0.03,0.254,1  
KREMEN1,0.000272628,-0.322215742,0.03,0.254,1  
OAZ2,0.000279526,-0.303106919,0.03,0.254,1  
SGMS2,0.000281815,-0.511085322,0.106,0.373,1  
IL6R,0.00028557,-0.390020058,0.061,0.305,1  
MALSU1,0.000286297,-0.283741594,0.03,0.254,1  
UBC,0.000292891,-0.486791777,0.985,1,1  
RND1,0.00029659,-0.32448057,0.015,0.22,1  
PRSS12,0.000300131,-0.305115245,0.015,0.22,1  
TLCD2,0.000300131,-0.285486438,0.015,0.22,1  
EFEMP1,0.000308123,-0.541599141,0.242,0.525,1

ALDH1A1,0.000312247,-0.451257687,0.394,0.746,1  
CCND3,0.000331376,-0.336248801,0.061,0.305,1  
CHST12,0.000331376,-0.336248801,0.061,0.305,1  
ITPKC,0.000331392,-0.390020058,0.061,0.305,1  
PRSS23,0.000335556,0.876929398,0.561,0.254,1  
SAT1,0.000337897,0.856126421,1,0.983,1  
MIF,0.000340356,0.550966978,0.924,0.797,1  
ANKRD65,0.000347413,-0.317870272,0.061,0.305,1  
ANXA3,0.000352936,-0.387043382,0.061,0.305,1  
KRR1,0.00036103,-0.3952412,0.121,0.39,1  
ANK3,0.000381359,-0.490699593,0.227,0.508,1  
THBS1,0.0003923,-0.576788569,0.152,0.458,1  
ATP5F1D,0.00040499,0.358027262,0.682,0.356,1  
ID1,0.000413466,-0.828081122,0.833,0.966,1  
VEZF1,0.000413584,-0.40866581,0.136,0.407,1  
G3BP2,0.000414064,-0.357007361,0.045,0.271,1  
GOLGA8B,0.000418544,-0.325249802,0.091,0.356,1  
PIGR,0.00041902,0.850221572,0.227,0.017,1  
TGM2,0.000429544,0.452958774,0.273,0.034,1  
MRPS6,0.000431224,0.540167577,0.515,0.237,1  
PSIP1,0.00043506,-0.412559173,0.167,0.458,1  
ZNF711,0.00044713,-0.320013154,0.045,0.271,1  
PLXNA1,0.000447153,-0.338628832,0.045,0.271,1  
KITLG,0.000454934,-0.421618197,0.136,0.407,1  
TXLNA,0.000463907,-0.301154127,0.045,0.271,1  
TUBGCP2,0.000463907,-0.301154127,0.045,0.271,1  
DDB1,0.000467426,-0.344615127,0.121,0.39,1  
NR1D1,0.000467426,-0.344615127,0.121,0.39,1  
SHB,0.000472605,-0.430937703,0.182,0.458,1  
C1orf21,0.000474584,-0.278790491,0.061,0.305,1  
MAL2,0.000477815,-0.378981786,0.182,0.475,1  
KDM6B,0.000480069,-0.392363998,0.121,0.39,1  
H1FO,0.000485011,-0.524321149,0.152,0.424,1  
NOP53,0.000486829,-0.470382342,0.515,0.746,1  
ZBTB21,0.000488095,-0.315784699,0.076,0.322,1  
PLD3,0.000501746,-0.405676653,0.136,0.407,1  
SERPINF1,0.000503227,-0.632931647,0.864,0.932,1  
EBPL,0.00050493,-0.465143213,0.333,0.61,1  
HLA-DPA1,0.000506255,0.575214524,0.348,0.085,1  
APEX1,0.000511116,0.323675757,0.47,0.169,1  
CTDSPL,0.000516152,-0.327337136,0.106,0.373,1  
AK2,0.000516542,0.339443073,0.348,0.085,1  
SLC16A12,0.000528589,-0.26710407,0,0.169,1  
TUBA1A,0.000539253,-0.359690448,0.03,0.237,1  
LINC01578,0.000542349,-0.434769564,0.333,0.644,1  
INSR,0.000551423,-0.449553381,0.152,0.424,1  
SPTSSA,0.000554001,-0.49382712,0.258,0.525,1  
GJB3,0.000567966,-0.283741594,0.03,0.237,1  
SH3RF1,0.000567966,-0.283741594,0.03,0.237,1  
CENPX,0.000567966,-0.283741594,0.03,0.237,1

PBXIP1,0.000582105,-0.264112788,0.03,0.237,1  
TEAD3,0.000582105,-0.264112788,0.03,0.237,1  
LCA5,0.000582105,-0.264112788,0.03,0.237,1  
SV0PL,0.000582105,-0.264112788,0.03,0.237,1  
HACD1,0.000582105,-0.264112788,0.03,0.237,1  
BCL6,0.000593145,-0.378981786,0.167,0.458,1  
ADRB1,0.000595536,-0.305115245,0.015,0.203,1  
NFIB,0.000632573,-0.446728029,0.273,0.559,1  
SF3B2,0.000642864,-0.364243934,0.091,0.339,1  
HIST1H1C,0.000677964,-0.591143862,0.121,0.373,1  
FABP5,0.000681631,0.398963884,0.424,0.153,1  
TRIM16,0.000693246,-0.282045304,0.03,0.237,1  
ADD1,0.000693871,-0.299254594,0.061,0.288,1  
ATN1,0.000693871,-0.299254594,0.061,0.288,1  
CDH1,0.000703733,-0.612857824,0.182,0.441,1  
S100A14,0.000709274,-0.665517488,0.576,0.797,1  
RIC3,0.000716737,-0.421394887,0.076,0.305,1  
CFL2,0.000726643,-0.280395566,0.061,0.288,1  
ELMSAN1,0.000728516,-0.346965942,0.091,0.339,1  
ADIRF,0.000729949,-0.628532144,0.636,0.847,1  
CELF2,0.000732511,-0.462617549,0.045,0.254,1  
RARRES2,0.000743787,-0.264112788,0.015,0.203,1  
ARL4A,0.000760105,0.430590961,0.348,0.102,1  
KPNA4,0.000793039,-0.333932045,0.061,0.288,1  
CDC42BPA,0.000797781,-0.331676071,0.061,0.288,1  
NKX2-1,0.000811554,-0.466605652,0.242,0.508,1  
ARRDC3,0.000821366,0.567287608,0.424,0.169,1  
YTHDF2,0.00083396,-0.378562459,0.121,0.373,1  
EGFR,0.000844647,-0.540262693,0.636,0.814,1  
CP,0.000877424,0.949280242,0.636,0.39,1  
OSBPL9,0.000893269,-0.301154127,0.045,0.254,1  
DENND2C,0.000893269,-0.301154127,0.045,0.254,1  
AC016831.5,0.000893269,-0.301154127,0.045,0.254,1  
LDHA,0.000906613,0.557228779,0.758,0.627,1  
LOX,0.00091159,0.316902529,0.242,0.034,1  
FAF1,0.000947291,-0.374054674,0.212,0.492,1  
CCDC57,0.000960926,-0.262679979,0.045,0.254,1  
NDFIP2,0.00096203,-0.401421483,0.242,0.508,1  
OXR1,0.001014951,-0.278790491,0.076,0.305,1  
LPIN2,0.001022341,-0.359690448,0.03,0.22,1  
ANKRD12,0.001042042,-0.483679165,0.348,0.61,1  
AC068587.4,0.001062468,-0.26710407,0,0.153,1  
ABI2,0.001063041,-0.292147707,0.106,0.356,1  
COLCA1,0.00106871,-0.398191266,0.106,0.339,1  
LGALS7,0.001080879,-0.303106919,0.03,0.22,1  
FGGY,0.001110239,-0.283741594,0.03,0.22,1  
ISYNA1,0.001113015,-0.315556406,0.197,0.475,1  
KMT2E,0.001132896,-0.384143491,0.167,0.424,1  
NYNRIN,0.001139407,-0.264112788,0.03,0.22,1  
AKR1C2,0.001146585,-0.727348246,0.061,0.271,1

SFSWAP,0.001157929,-0.261286744,0.045,0.254,1  
DUSP14,0.001165445,-0.256078453,0.091,0.339,1  
PLCG2,0.001180285,-1.608864035,0.485,0.627,1  
CASZ1,0.001182653,-0.32448057,0.015,0.186,1  
CASP4,0.001206163,0.361810886,0.318,0.085,1  
CPM,0.001233488,-0.265586881,0.015,0.186,1  
TIAM1,0.001239204,-0.317870272,0.061,0.271,1  
LAYN,0.001251736,-0.295606817,0.091,0.322,1  
KLK11,0.00125314,-0.592385424,0.303,0.576,1  
CSTB,0.001273818,0.762960803,0.758,0.593,1  
KRT7,0.001280399,-0.724171002,0.485,0.763,1  
ITGB8,0.001285875,-0.278564735,0.182,0.458,1  
SLC44A2,0.001299979,-0.299254594,0.061,0.271,1  
IER3,0.001356277,-0.483679165,0.818,0.932,1  
ERBB3,0.00136241,-0.280395566,0.061,0.271,1  
SERPINB3,0.001380731,0.441177977,0.288,0.068,1  
S100A13,0.00139289,-0.310273595,0.182,0.475,1  
EIF2S2,0.001400671,0.347262577,0.545,0.271,1  
ADNP,0.001402091,-0.311776514,0.091,0.322,1  
SON,0.001404197,-0.40275917,0.515,0.763,1  
PSMB8,0.001420776,0.336702437,0.288,0.068,1  
VM01,0.001421168,0.625519606,0.258,0.051,1  
NGFR,0.00142426,-0.418908909,0.197,0.458,1  
CD302,0.001475222,-0.387043382,0.076,0.288,1  
MT-ND4L,0.001495749,-0.583984071,0.621,0.797,1  
NIPBL,0.001497592,-0.293854606,0.091,0.322,1  
IL6ST,0.00153882,-0.504352733,0.394,0.627,1  
SPAG9,0.001597817,-0.275707259,0.091,0.322,1  
ETS2,0.001619611,-0.483679165,0.742,0.831,1  
DOCK5,0.001658353,-0.571839353,0.091,0.305,1  
SSB,0.001660881,0.423211431,0.5,0.254,1  
IER2,0.001681074,-0.676324243,0.636,0.797,1  
KCNN4,0.001692845,-0.301154127,0.045,0.237,1  
BAIAP2,0.001718438,-0.350196159,0.273,0.542,1  
IGF1R,0.001719378,-0.327337136,0.121,0.356,1  
ZNF395,0.001753591,-0.297406169,0.076,0.288,1  
PDE7A,0.001758035,-0.282045304,0.045,0.237,1  
SNHG19,0.001760571,-0.373255175,0.136,0.373,1  
PGRMC1,0.001792195,-0.339289256,0.242,0.508,1  
ATXN7,0.001824156,-0.301154127,0.045,0.237,1  
CUX1,0.001824156,-0.262679979,0.045,0.237,1  
BCL9L,0.001824156,-0.262679979,0.045,0.237,1  
WBP11,0.001824156,-0.262679979,0.045,0.237,1  
PDLIM1,0.001828362,0.497212012,0.818,0.559,1  
SEPTIN9,0.001838318,-0.361059878,0.197,0.458,1  
ATP5MC3,0.001849476,0.381692161,0.727,0.475,1  
UBE3A,0.001863112,-0.292147707,0.121,0.356,1  
RDX,0.001874027,-0.464820138,0.152,0.373,1  
STARD10,0.00189561,-0.281332686,0.182,0.458,1  
PSMA2,0.001903671,0.312180118,0.47,0.203,1

HSPA4L,0.001914766,-0.268666274,0.121,0.373,1  
SERTAD2,0.001958921,-0.331676071,0.091,0.305,1  
TFPI2,0.001968525,-0.703644849,0.03,0.203,1  
PLEC,0.001980406,-0.307971811,0.136,0.373,1  
CLDN10,0.001991811,0.337350694,0.379,0.136,1  
MDK,0.002127655,0.48210512,0.5,0.237,1  
GAPDH,0.002130953,0.692909567,0.955,0.831,1  
WDR45B,0.002156553,-0.313754163,0.197,0.458,1  
AHI1,0.002161355,-0.290484384,0.136,0.373,1  
TNKS1BP1,0.002188173,-0.277228287,0.076,0.288,1  
ANKUB1,0.002198864,-0.264112788,0.03,0.203,1  
FKBP5,0.002198864,-0.264112788,0.03,0.203,1  
PSTPIP2,0.002198864,-0.264112788,0.03,0.203,1  
GALNT2,0.00219898,-0.283741594,0.03,0.203,1  
AKAP9,0.002237357,-0.31672573,0.333,0.61,1  
CAV2,0.002250093,-0.50367064,0.258,0.492,1  
MDM4,0.002260852,-0.437385513,0.136,0.373,1  
EFNA1,0.002268606,-0.386311328,0.333,0.593,1  
AL355075.4,0.002313467,-0.258612609,0.076,0.288,1  
CCND1,0.002317714,-0.417765048,0.379,0.627,1  
GADD45B,0.00233194,-0.630426533,0.348,0.559,1  
HS6ST1,0.002349042,-0.364243934,0.106,0.322,1  
THBD,0.002396603,-0.265586881,0.015,0.169,1  
RND3,0.002472096,0.577597175,0.742,0.542,1  
F11R,0.002495245,-0.448632218,0.424,0.678,1  
REL,0.002510134,-0.280395566,0.061,0.254,1  
GPS2,0.002510134,-0.280395566,0.061,0.254,1  
ARL4C,0.002607773,-0.468412408,0.136,0.356,1  
MT1E,0.002624421,-0.814556216,0.682,0.797,1  
APOL1,0.002625643,0.340749271,0.182,0.017,1  
SCPEP1,0.002628538,-0.504143267,0.455,0.678,1  
UXS1,0.002629348,-0.261286744,0.061,0.254,1  
DDIT3,0.002629348,-0.261286744,0.061,0.254,1  
PER1,0.002629348,-0.261286744,0.061,0.254,1  
LENG8,0.002629348,-0.261286744,0.061,0.254,1  
ARGLU1,0.00263096,-0.440052232,0.364,0.61,1  
DNAJB1,0.002689899,-0.507746925,0.364,0.61,1  
TMED4,0.002699008,-0.287281952,0.167,0.407,1  
NDUFAF8,0.002710638,-0.274225799,0.091,0.305,1  
STOML2,0.002773549,0.326748591,0.364,0.136,1  
PSMC6,0.002795745,-0.342323316,0.136,0.356,1  
LMO3,0.002811281,-0.384143491,0.136,0.373,1  
TNFSF10,0.002882976,0.759774872,0.5,0.271,1  
SNRPG,0.002904517,0.389891358,0.47,0.237,1  
TBCA,0.002919927,0.347262577,0.515,0.237,1  
ZBTB38,0.002924894,-0.278790491,0.061,0.254,1  
ABI1,0.002971915,-0.315784699,0.076,0.271,1  
ZFXH3,0.002971915,-0.315784699,0.076,0.271,1  
DNAJB6,0.00301086,-0.424785476,0.318,0.542,1  
TMEM45A,0.003025244,0.522221437,0.182,0.017,1

PPP4R1,0.00304819,-0.340088311,0.152,0.373,1  
MED21,0.003066533,-0.259931464,0.061,0.254,1  
NDUFB3,0.003069843,0.297680549,0.273,0.068,1  
RPS11,0.003074111,-0.461952977,0.955,0.966,1  
REV1,0.00310147,-0.323214493,0.121,0.339,1  
RHOTB3,0.003116787,-0.483679165,0.197,0.424,1  
SDR16C5,0.003145309,-0.297406169,0.076,0.271,1  
EPAS1,0.003156151,-0.583214838,0.485,0.644,1  
EDN1,0.003159128,-0.621182689,0.152,0.373,1  
AUTS2,0.003191212,-0.292147707,0.121,0.339,1  
COX5B,0.003216709,0.366627902,0.773,0.475,1  
TSTD1,0.003292978,-0.41451714,0.394,0.593,1  
FOXCI,0.003308086,-0.359197134,0.121,0.339,1  
EIF5A,0.003366081,0.405289523,0.53,0.305,1  
ADGRF5,0.003383125,-0.401217005,0.061,0.254,1  
PRKCE,0.003408034,-0.262679979,0.045,0.22,1  
GGNBP2,0.003433104,-0.331676071,0.091,0.288,1  
KRT23,0.003445056,0.313157885,0.136,0,1  
AGR3,0.003447534,0.398549376,0.136,0,1  
HNRNPH3,0.003449065,-0.347617615,0.152,0.39,1  
MMP10,0.003450758,1,0.136,0,1  
SIPA1L1,0.003451634,-0.274225799,0.121,0.339,1  
SLC25A44,0.003535301,-0.282045304,0.045,0.22,1  
VEGFA,0.003581154,-0.427095637,0.333,0.576,1  
TPBG,0.00363463,-0.328109456,0.318,0.559,1  
CAVIN1,0.003663018,-0.307971811,0.121,0.339,1  
STIM2,0.003666268,-0.331676071,0.091,0.288,1  
ZC3H12A,0.003675643,-0.368201947,0.167,0.39,1  
GNL1,0.003687552,-0.306140979,0.152,0.373,1  
NT5DC1,0.003702539,-0.290484384,0.121,0.339,1  
C1QBP,0.003708799,0.387587521,0.591,0.373,1  
CITED2,0.00374543,-0.516181805,0.152,0.356,1  
LSM3,0.003812922,-0.319292347,0.182,0.407,1  
CXCL8,0.00387074,-0.615756799,0.576,0.763,1  
NT5DC2,0.003893714,-0.346965942,0.091,0.288,1  
BACE2,0.003924115,0.297680549,0.409,0.169,1  
KLF6,0.003985708,-0.623786049,0.545,0.746,1  
SH2D3A,0.004006616,-0.272782382,0.121,0.339,1  
AP003498.2,0.004028848,-0.261286744,0.045,0.22,1  
CDK2AP1,0.004062136,-0.356567247,0.182,0.424,1  
SRGAP3,0.004085278,-0.366109569,0.288,0.542,1  
PPHLN1,0.004165962,-0.277228287,0.091,0.288,1  
COL7A1,0.004168053,-0.299254594,0.167,0.407,1  
VAMP2,0.004220218,-0.344615127,0.121,0.322,1  
PHACTR3,0.004224185,-0.384143491,0,0.119,1  
CDC42,0.004294048,-0.334815779,0.364,0.61,1  
HDAC5,0.004301551,-0.264112788,0.03,0.186,1  
RASD1,0.0043988,-0.40275917,0.227,0.475,1  
AHR,0.004431306,-0.414293102,0.515,0.729,1  
TMEM98,0.004434595,-0.277228287,0.091,0.288,1

P4HA1,0.004449433,0.270359943,0.258,0.068,1  
TLE5,0.004532889,-0.391618612,0.561,0.712,1  
LM07,0.004543024,-0.40275917,0.53,0.712,1  
GST01,0.004561741,0.304566934,0.455,0.203,1  
SEM1,0.00456669,0.306801939,0.636,0.373,1  
NCOR2,0.004578138,-0.378562459,0.121,0.322,1  
SRSF10,0.004591564,-0.369346489,0.242,0.475,1  
NDUFB2,0.004627273,0.320849713,0.439,0.203,1  
COA4,0.004638686,0.253286429,0.258,0.068,1  
ADI1,0.004669259,-0.287281952,0.152,0.373,1  
RIOK3,0.004737589,-0.300913818,0.167,0.39,1  
TXNDC5,0.004763646,-0.280395566,0.061,0.237,1  
SYNE1,0.004763646,-0.299254594,0.061,0.237,1  
DDX5,0.004777546,-0.485046001,0.879,0.966,1  
RGM B,0.004785824,-0.275707259,0.091,0.288,1  
MAP1LC3B,0.004785824,-0.275707259,0.091,0.288,1  
SGK1,0.004818924,-0.560300446,0.227,0.458,1  
LIMCH1,0.004949587,-0.297406169,0.061,0.237,1  
SELENBP1,0.004956397,-0.309849709,0.121,0.322,1  
TRIM8,0.004957619,-0.349823418,0.197,0.407,1  
SLC16A1,0.004986426,0.265063597,0.197,0.034,1  
CIR1,0.004986643,-0.253673559,0.136,0.356,1  
PRSS8,0.004997612,-0.275707259,0.106,0.305,1  
SLC66A2,0.004997612,-0.275707259,0.106,0.305,1  
DDX24,0.00502931,-0.441858989,0.273,0.475,1  
FOSL2,0.005119199,-0.270003961,0.152,0.373,1  
GSTA1,0.005189469,-0.4675595,0.091,0.271,1  
HMGA1,0.005228791,0.303211655,0.394,0.169,1  
HLA-DMA,0.005244351,0.264513685,0.258,0.068,1  
CD44,0.005417939,0.365878256,0.439,0.203,1  
PSMA3,0.005433795,0.308878755,0.394,0.169,1  
SUSD6,0.005443765,-0.384143491,0.182,0.39,1  
CREBZF,0.005444121,-0.259931464,0.061,0.237,1  
C11orf96,0.005508978,-0.320013154,0.015,0.153,1  
TMEM87A,0.005564953,-0.349823418,0.197,0.407,1  
PURB,0.005712929,-0.274225799,0.106,0.305,1  
ALCAM,0.005713218,-0.589844722,0.394,0.61,1  
DDX17,0.005731373,-0.362798589,0.379,0.661,1  
MET,0.005757669,-0.407328279,0.409,0.627,1  
KLF4,0.005888586,0.352822103,0.485,0.22,1  
HSPG2,0.006001667,-0.306140979,0.152,0.356,1  
PTPN13,0.006006593,-0.307971811,0.136,0.339,1  
HSBP1,0.006017529,0.351061645,0.576,0.373,1  
AATK,0.006038383,-0.282045304,0.045,0.203,1  
ATP2C2,0.006106544,0.281192426,0.273,0.085,1  
CAPN8,0.006127483,-0.256078453,0.106,0.305,1  
TSP0,0.006138267,0.37788744,0.682,0.441,1  
B4GALT1,0.006249452,-0.292995603,0.242,0.475,1  
TPM1,0.006387812,-0.412074424,0.348,0.559,1  
VDAC2,0.006446397,0.293252837,0.667,0.424,1

BCL3,0.006577456,-0.306140979,0.152,0.356,1  
DYNLL2,0.006596864,-0.272782382,0.121,0.322,1  
GRINA,0.006723173,-0.295606817,0.091,0.271,1  
XPC,0.006724717,-0.331676071,0.091,0.271,1  
NME2,0.006750923,0.35379003,0.924,0.746,1  
6-Mar,0.006784322,-0.263630684,0.197,0.424,1  
MUC1,0.006854655,-0.606232347,0.227,0.458,1  
RPL27A,0.006857754,-0.489496491,0.939,0.966,1  
SLC20A1,0.006866056,-0.421986842,0.212,0.441,1  
TC2N,0.007122326,-0.254860474,0.121,0.322,1  
CFH,0.007144146,-0.426804643,0.561,0.746,1  
RAB34,0.007149261,-0.313754163,0.212,0.424,1  
FOXO3,0.007197844,-0.271375561,0.152,0.356,1  
SEC31A,0.007326645,-0.288862988,0.121,0.322,1  
ASL,0.00734228,-0.306140979,0.136,0.339,1  
CD46,0.007583186,-0.435316143,0.318,0.525,1  
GTF2I,0.00758472,-0.276083745,0.348,0.593,1  
HRAS,0.007626373,-0.263630684,0.212,0.441,1  
TALD01,0.007710916,0.320641697,0.333,0.136,1  
TRA2B,0.007737068,-0.415037499,0.379,0.627,1  
BIRC3,0.007775859,-0.404111908,0.167,0.373,1  
SMARCA1,0.007866974,-0.253673559,0.152,0.356,1  
MRNIP,0.008003568,-0.311776514,0.076,0.254,1  
XRR1,0.00809257,-0.264112788,0.03,0.169,1  
LY6E,0.008174213,0.354169786,0.742,0.559,1  
ABCC3,0.008198805,-0.384143491,0.167,0.356,1  
KRT5,0.008393585,0.575214524,0.788,0.576,1  
DDX6,0.00839681,-0.275707259,0.106,0.288,1  
ANKRD11,0.008400754,-0.303770075,0.242,0.458,1  
LAP3,0.008456566,0.259092051,0.212,0.051,1  
FBLN1,0.00854883,-0.464820138,0.121,0.305,1  
NDUFB7,0.008549281,0.271902107,0.485,0.254,1  
HCAR2,0.008624863,-0.551697588,0.258,0.441,1  
AHNAK,0.00866014,-0.543313865,0.394,0.61,1  
RBM22,0.008992927,-0.275707259,0.106,0.288,1  
PDIA3,0.009034883,0.455632908,0.545,0.356,1  
RBMS3,0.009093672,-0.310273595,0.197,0.407,1  
H2AFY,0.009137989,0.268883284,0.318,0.119,1  
APOE,0.009192092,-0.435511882,0.015,0.136,1  
PLIN2,0.009518109,0.281192426,0.212,0.051,1  
COX7B,0.009570175,0.417542681,0.545,0.322,1  
PLAAT4,0.009572931,0.451225807,0.545,0.339,1  
SERF2,0.009659632,0.385243581,0.909,0.78,1  
UQC2,0.009756879,0.263554765,0.394,0.186,1  
NINJ1,0.009845693,-0.259931464,0.061,0.22,1  
HERPUD1,0.010016672,-0.288663182,0.242,0.475,1  
7-Mar,0.010146658,-0.297406169,0.076,0.237,1  
LARP1B,0.010146658,-0.297406169,0.076,0.237,1  
FCGRT,0.010241362,-0.294506279,0.212,0.424,1  
RPS17,0.01034569,-0.455110013,0.924,0.915,1

RPL13A,0.010386116,-0.585864348,0.985,0.983,1  
NFKBIZ,0.010423627,-0.306140979,0.394,0.627,1  
COX7A2,0.010429927,0.329235283,0.818,0.661,1  
HEXIM1,0.010670828,-0.272782382,0.121,0.305,1  
SBN02,0.010688796,0.269588242,0.303,0.119,1  
FGFBP1,0.01069316,0.828053163,0.318,0.136,1  
PSME4,0.010695229,-0.256078453,0.106,0.288,1  
MIA3,0.010705556,-0.259931464,0.076,0.237,1  
KDM5B,0.010950326,-0.329873829,0.288,0.492,1  
SCNN1A,0.01107602,-0.520544459,0.273,0.441,1  
MGST1,0.011241207,-0.363993792,0.818,0.932,1  
ECI2,0.011288334,-0.259931464,0.076,0.237,1  
COX5A,0.011290946,0.273464311,0.394,0.186,1  
ARID1B,0.011373864,-0.311993706,0.197,0.39,1  
USP34,0.011445579,-0.281332686,0.182,0.39,1  
DAP,0.01145749,-0.254860474,0.136,0.322,1  
LRRFIP1,0.011574628,-0.324809352,0.576,0.746,1  
ASAHI,0.011600089,-0.363384931,0.197,0.39,1  
NOLC1,0.011785465,-0.271375561,0.136,0.322,1  
CCDC186,0.012128986,-0.319292347,0.167,0.356,1  
S100A10,0.012147735,0.564430848,0.758,0.763,1  
EIF3L,0.01223241,-0.296052162,0.242,0.441,1  
PNRC1,0.012304211,-0.326137888,0.515,0.746,1  
COX6A1,0.012424777,0.271664959,0.848,0.678,1  
GDI2,0.012453134,0.295721696,0.318,0.136,1  
MYL6,0.012471574,0.506011736,0.879,0.746,1  
PRKAR1A,0.012471762,-0.427484625,0.303,0.475,1  
IGFBP7,0.012472876,-0.643022268,0.621,0.712,1  
SRSF6,0.012501037,-0.263630684,0.212,0.424,1  
SPTBN1,0.01254184,-0.306140979,0.136,0.322,1  
BTG2,0.01262675,-0.610735901,0.455,0.661,1  
PTGES3,0.012628743,0.328574557,0.561,0.373,1  
SPPL2A,0.012837172,-0.295606817,0.091,0.254,1  
ZNF503,0.012884435,-0.343357876,0.212,0.407,1  
EIF5,0.012955388,-0.31672573,0.333,0.576,1  
ARIH1,0.013071808,-0.253673559,0.106,0.288,1  
TRAM1,0.013096593,-0.542572854,0.333,0.508,1  
STAT2,0.013154815,0.253286429,0.227,0.068,1  
SAA1,0.013212707,0.582689645,0.303,0.119,1  
ID4,0.013688061,-0.386311328,0.318,0.508,1  
SYTL1,0.013698703,-0.287281952,0.303,0.508,1  
NONO,0.01373908,0.277780991,0.409,0.203,1  
IRX3,0.013791023,-0.350512713,0.348,0.559,1  
SIPA1L2,0.013852259,-0.293854606,0.106,0.271,1  
PLXNB2,0.014066961,-0.378981786,0.197,0.373,1  
GPRC5A,0.014186591,-0.539271491,0.848,0.881,1  
TXNDC17,0.014299373,0.428728436,0.591,0.373,1  
TNIP2,0.014315695,-0.292147707,0.121,0.288,1  
ADAM28,0.014685167,0.610296983,0.258,0.102,1  
DESI2,0.014812577,-0.25732873,0.106,0.271,1

HIST1H1D,0.015037817,-0.303106919,0.03,0.153,1  
PFDN2,0.01529402,0.283033773,0.409,0.22,1  
KLK10,0.01535133,-0.818863356,0.106,0.271,1  
IGFBP6,0.015396469,0.732539489,0.485,0.271,1  
HIVEP3,0.015444513,-0.264112788,0.03,0.153,1  
EPPK1,0.015698296,-0.25732873,0.091,0.254,1  
RPL7,0.015751847,-0.401578085,0.955,0.949,1  
HS3ST1,0.015811873,0.511084187,0.318,0.153,1  
COBLL1,0.015826699,-0.25732873,0.106,0.271,1  
PER2,0.015966016,-0.299254594,0.303,0.508,1  
JUND,0.016050496,-0.255819394,0.879,0.983,1  
DLL1,0.016134212,-0.409678583,0.182,0.356,1  
DDI2,0.016267,-0.264112788,0.03,0.153,1  
PLXNB1,0.016348599,-0.256078453,0.106,0.271,1  
TMSB10,0.016391287,0.646852398,0.803,0.678,1  
TSPAN8,0.01649198,0.385736725,0.258,0.102,1  
RBM27,0.016772403,-0.272782382,0.136,0.305,1  
CLDN3,0.016874133,-0.267361258,0.091,0.254,1  
SERPINB13,0.016908346,0.601209733,0.258,0.102,1  
IL1RAP,0.017031375,0.323675757,0.333,0.153,1  
GSN,0.017086413,0.416422265,0.318,0.136,1  
SNHG14,0.017357032,-0.31740194,0.182,0.356,1  
S100P,0.017600781,0.61268923,0.348,0.169,1  
EIF3E,0.017664045,-0.316079216,0.636,0.78,1  
PKP1,0.017711929,-0.297406169,0.061,0.203,1  
STAT3,0.017880043,-0.427095637,0.455,0.61,1  
RPS20,0.017980089,-0.460959088,0.924,0.966,1  
SMARCC1,0.018153666,-0.254860474,0.136,0.305,1  
RBBP6,0.018217401,-0.361688641,0.121,0.271,1  
TIPARP,0.018273432,-0.291518945,0.227,0.407,1  
IRF6,0.018358799,-0.278564735,0.227,0.424,1  
LAMTOR5,0.018651443,0.282348895,0.591,0.39,1  
LITAF,0.01881847,-0.328109456,0.273,0.458,1  
EID1,0.018895798,-0.43637345,0.667,0.729,1  
BTG1,0.019028171,-0.306699406,0.485,0.729,1  
DSP,0.019075894,-0.422617639,0.455,0.61,1  
CRIP2,0.019482339,-0.253673559,0.152,0.322,1  
KRT4,0.019486957,-0.530395664,0.121,0.288,1  
PGC,0.019718892,-0.466605652,0.015,0.119,1  
TXNDC11,0.020176038,-0.278790491,0.076,0.22,1  
AASS,0.020584765,-0.32587045,0.227,0.407,1  
SEC61G,0.02065262,0.275112792,0.561,0.373,1  
ZC3HAV1,0.020817935,-0.25732873,0.076,0.22,1  
PTMS,0.020871693,-0.299254594,0.606,0.763,1  
RPS10,0.020936403,0.350058318,0.97,0.949,1  
IER5,0.021159187,-0.270003961,0.152,0.322,1  
RARRES1,0.021164765,0.588889461,0.182,0.051,1  
TRIP10,0.0211809,-0.253673559,0.152,0.322,1  
TNS1,0.021234455,-0.337322635,0.212,0.39,1  
SAR1A,0.021246727,-0.258612609,0.091,0.237,1

AGR2,0.021284481,0.818796567,0.485,0.288,1  
PTTG1IP,0.021295714,-0.267361258,0.182,0.356,1  
PRSS22,0.021344635,-0.252516534,0.152,0.322,1  
SVIL,0.021438956,-0.251388282,0.182,0.356,1  
RPL3,0.021622829,-0.399567533,1,0.983,1  
MED24,0.021806189,-0.262679979,0.045,0.169,1  
RORA,0.021806912,-0.282045304,0.045,0.169,1  
RABAC1,0.021922796,-0.281332686,0.212,0.39,1  
SELENOM,0.021980552,-0.310273595,0.242,0.407,1  
LAMB2,0.022513348,-0.251388282,0.167,0.339,1  
WFDC2,0.02274104,1.17185883,0.894,0.797,1  
SLC4A4,0.022831094,0.284313325,0.318,0.153,1  
RPL31,0.022884463,-0.351323314,0.924,0.966,1  
DDX3X,0.023064989,-0.316473665,0.333,0.525,1  
SOX9,0.024110423,-0.429446853,0.394,0.559,1  
PRPF4B,0.024672511,-0.320448816,0.273,0.441,1  
KRT17,0.024832588,-0.494940714,0.97,1,1  
CRIP1,0.024858025,0.725239968,0.333,0.169,1  
NME3,0.025152122,-0.352272976,0.288,0.441,1  
SLC2A1,0.025404698,0.408997572,0.303,0.153,1  
N4BP2L2,0.025519083,-0.312167913,0.303,0.508,1  
SCNN1B,0.025590189,-0.272782382,0.106,0.254,1  
BEX3,0.025666109,-0.377884501,0.364,0.525,1  
GOLGB1,0.026221526,-0.510758699,0.364,0.525,1  
EHF,0.026498315,-0.263630684,0.53,0.729,1  
SNHG15,0.02660151,-0.282766471,0.212,0.373,1  
CALR,0.026682514,0.395305434,0.5,0.373,1  
SLC25A5,0.026683471,0.288561904,0.697,0.508,1  
CRNDE,0.026827481,-0.307601936,0.364,0.525,1  
SCGB3A2,0.026996982,-0.644833957,0.076,0.22,1  
ANAPC16,0.02734078,-0.280803742,0.318,0.508,1  
KCNQ10T1,0.027701846,-0.618389474,0.258,0.424,1  
MALAT1,0.02810038,-0.515165922,1,1,1  
SLC25A24,0.028194224,-0.256078453,0.121,0.271,1  
YTHDC1,0.028387159,-0.279932496,0.227,0.39,1  
SERPINB1,0.028501753,0.784477674,0.364,0.203,1  
PPP2R2A,0.028829236,0.301220906,0.409,0.237,1  
COPE,0.028988483,0.293928414,0.348,0.186,1  
LAPTM4A,0.029018301,-0.295429505,0.47,0.61,1  
PHIP,0.029407,-0.346175641,0.273,0.441,1  
SPOCK3,0.029640332,-0.270003961,0.152,0.305,1  
GLUL,0.029886575,-0.348164194,0.439,0.593,1  
SPEN,0.030414189,-0.285739787,0.167,0.322,1  
STK17A,0.030565961,-0.250106944,0.379,0.559,1  
SEMA4A,0.030878044,-0.374054674,0.167,0.339,1  
SFPQ,0.031157099,-0.316261019,0.455,0.644,1  
CX3CL1,0.031237291,-0.296052162,0.227,0.39,1  
EIF3F,0.031350021,-0.276083745,0.439,0.576,1  
SDC1,0.033177762,-0.354396148,0.455,0.627,1

TNFRSF12A,0.033414076,-0.38746385,0.545,0.678,1  
CXCL6,0.033421132,-0.448055255,0.182,0.339,1  
MAFF,0.033564345,-0.306948986,0.273,0.441,1  
LINC01436,0.033603634,-0.315784699,0.076,0.203,1  
TM9SF2,0.034080975,-0.268666274,0.152,0.305,1  
RPL10A,0.034263319,-0.306699406,0.97,0.983,1  
RPL37A,0.034939591,-0.303649038,1,1,1  
CBR3,0.035912533,-0.36244842,0.015,0.102,1  
FGFR3,0.036054084,-0.306948986,0.273,0.424,1  
SPATS2L,0.036485245,0.270564421,0.5,0.322,1  
PMEPA1,0.036500509,0.293928414,0.318,0.169,1  
ARPC3,0.037325967,0.283388461,0.5,0.322,1  
MED13L,0.037484091,-0.252516534,0.152,0.305,1  
BZW1,0.038329822,-0.250106944,0.318,0.492,1  
METTL7A,0.038541603,-0.421986842,0.242,0.407,1  
NKTR,0.038757356,-0.345463023,0.121,0.271,1  
XIST,0.03909678,-0.3996149,0.197,0.373,1  
EEF1G,0.039448985,-0.324345575,0.985,0.915,1  
ATP5F1B,0.039616804,0.265670154,0.545,0.39,1  
TRIM2,0.040108954,0.273464311,0.288,0.136,1  
SMCHD1,0.040469272,-0.25732873,0.106,0.237,1  
MUC16,0.041328936,0.271208337,0.106,0.017,1  
MT-CO3,0.041819993,0.303994701,1,1,1  
NORAD,0.042752598,-0.267361258,0.197,0.339,1  
ANXA4,0.043375092,-0.274645126,0.273,0.424,1  
TLE4,0.043609144,-0.27098014,0.227,0.39,1  
EZR,0.043719519,-0.313754163,0.545,0.746,1  
CCN2,0.044039714,-0.318720416,0.167,0.322,1  
EIF3A,0.04407664,0.31358694,0.5,0.339,1  
TRIB1,0.044942213,-0.40053793,0.379,0.559,1  
TFF3,0.045662822,0.375905716,0.136,0.034,1  
KLHL24,0.045978098,-0.252516534,0.167,0.305,1  
UQCR10,0.046621047,0.269406095,0.591,0.424,1  
RBM25,0.047541727,-0.377479761,0.348,0.492,1  
S100A9,0.04784968,0.326748591,0.136,0.034,1  
HSPD1,0.047884421,0.315151685,0.606,0.441,1  
MPZL2,0.048010248,0.303912502,0.788,0.729,1  
NABP1,0.04852308,-0.361688641,0.106,0.237,1  
GSTP1,0.048995598,0.390530732,0.985,0.898,1  
EPS8,0.049049545,-0.288862988,0.136,0.271,1  
ARF4,0.049325133,-0.250106944,0.394,0.559,1  
RACK1,0.049543064,-0.359583838,0.985,0.966,1  
IGBP1,0.049842581,-0.254860474,0.136,0.271,1  
ING2,0.049976972,-0.252516534,0.167,0.305,1  
RPL10,0.050395217,-0.358822213,0.97,1,1  
ZNF292,0.05115338,-0.284235077,0.167,0.305,1  
CLDN1,0.052727707,-0.341871839,0.848,0.932,1  
RPS3,0.054356475,-0.299254594,0.985,1,1  
NASP,0.054547897,-0.384143491,0.258,0.373,1  
HSP90B1,0.05691185,0.272145457,0.712,0.61,1

KRT6A,0.057987318,0.483965462,0.152,0.051,1  
MUC4,0.059568225,0.398963884,0.409,0.254,1  
CSF1,0.061411732,-0.277228287,0.091,0.203,1  
SREBF1,0.063299795,-0.293854606,0.091,0.203,1  
PPDPF,0.064045859,0.43742529,0.636,0.492,1  
FLNA,0.064231138,-0.292995603,0.258,0.39,1  
CTSC,0.064534308,0.540167577,0.318,0.186,1  
WAC,0.064645839,-0.307971811,0.136,0.254,1  
LRATD1,0.064751655,-0.277228287,0.091,0.203,1  
GAS5,0.065366106,-0.35767128,0.833,0.814,1  
BRD2,0.065718939,-0.28331305,0.288,0.441,1  
PLAU,0.066839566,-0.272782382,0.091,0.203,1  
DEFB1,0.068103705,0.59401212,0.121,0.034,1  
NUFIP2,0.069146349,-0.372518166,0.303,0.441,1  
LRRCA8A,0.070468037,-0.255873247,0.303,0.441,1  
MBIP,0.071187237,-0.292995603,0.258,0.39,1  
TOP1,0.07131542,-0.346668786,0.5,0.593,1  
CLDN7,0.07170644,0.362515499,0.455,0.339,1  
CD63,0.072568058,-0.263630684,0.848,0.915,1  
SRRM2,0.073523504,-0.331676071,0.53,0.61,1  
JMJD1C,0.075172029,-0.31740194,0.182,0.305,1  
AKR1C3,0.078612873,-0.279932496,0.167,0.288,1  
MT-CYB,0.08116829,-0.35370855,1,0.983,1  
PNISR,0.082773634,-0.277228287,0.5,0.61,1  
TMBIM6,0.083341169,-0.3148304,0.667,0.729,1  
NAMPT,0.084463053,-0.485949339,0.5,0.593,1  
ATP5MPL,0.086784659,0.275935168,0.409,0.288,1  
SNHG6,0.087215205,-0.271723912,0.47,0.542,1  
ANXA2,0.08955096,0.416015929,0.97,0.949,1  
PRRC2C,0.090346453,-0.303770075,0.576,0.678,1  
PALLD,0.091178723,-0.251018408,0.318,0.441,1  
FAM107B,0.091415395,-0.29781262,0.333,0.458,1  
TP53TG1,0.091635398,-0.282766471,0.212,0.322,1  
PSME1,0.095410559,0.253286429,0.606,0.492,1  
IRX2,0.096229033,-0.278395989,0.364,0.475,1  
INHBB,0.096357151,-0.315784699,0.076,0.169,1  
NPM1,0.098767468,0.280039157,0.97,0.949,1  
ER01A,0.09942726,0.365495933,0.258,0.153,1  
TPT1,0.099733052,-0.296509217,1,1,1  
DUSP6,0.102884869,0.367501998,0.409,0.305,1  
RPL11,0.105931981,-0.258862405,1,0.983,1  
ZFP36L1,0.108674879,-0.314425028,0.712,0.864,1  
ZFP36L2,0.113869252,-0.276521257,0.591,0.729,1  
PSAP,0.114531829,-0.407911657,0.227,0.339,1  
NFIA,0.114655664,-0.422875886,0.515,0.627,1  
ANXA1,0.114874102,0.564826036,0.864,0.763,1  
CTSD,0.115440647,-0.456757866,0.576,0.644,1  
SFTPC,0.118257772,1.569654999,0.03,0.102,1  
MEG3,0.119180574,0.472599458,0.152,0.068,1  
MTRNR2L12,0.119885734,-1.271173898,0.97,0.966,1

FAM120A0S,0.120513259,-0.251388282,0.182,0.288,1  
SF1,0.122536143,-0.349029638,0.424,0.492,1  
DUSP23,0.124818425,-0.276393636,0.621,0.678,1  
RGS2,0.128664244,-0.261286744,0.045,0.119,1  
AVPI1,0.131849435,-0.268666274,0.182,0.271,1  
KLF5,0.136040912,-0.267361258,0.758,0.847,1  
CFB,0.136463688,0.269588242,0.212,0.119,1  
JUNB,0.137614006,-0.284294563,0.773,0.915,1  
POSTN,0.139618979,0.62782915,0.152,0.068,1  
RPS3A,0.143570068,-0.298113672,0.955,0.983,1  
HIST1H4C,0.148676643,-0.312167913,0.288,0.373,1  
TIMP3,0.160006758,0.293443556,0.121,0.051,1  
MT-ND3,0.16002043,-0.303687576,1,1,1  
RPS27,0.16198872,-0.280290685,1,1,1  
DYNLL1,0.162211385,0.253286429,0.5,0.407,1  
RPS6,0.164424257,-0.267937309,1,1,1  
IFI16,0.167692115,0.333013622,0.47,0.407,1  
C12orf57,0.168627586,-0.263931465,0.561,0.593,1  
RPS16,0.178681962,-0.279729349,0.985,0.983,1  
LINC00472,0.187272636,-0.256078453,0.106,0.186,1  
RPL18,0.193796279,-0.263232388,0.97,0.966,1  
SLC6A8,0.197173912,0.317416767,0.197,0.119,1  
CST3,0.20651366,0.271759089,0.515,0.475,1  
LDLR,0.209283698,-0.360296749,0.561,0.627,1  
NR4A1,0.213190217,-0.412712644,0.348,0.424,1  
MARCKS,0.213699158,0.300354683,0.545,0.407,1  
IFRD1,0.21371085,-0.260314904,0.379,0.458,1  
AQP3,0.221325175,-0.310031077,0.894,0.881,1  
RPL23,0.228431559,-0.258919729,0.894,0.949,1  
MT-ND5,0.228871354,-0.327174679,1,0.881,1  
DST,0.239540771,0.415306233,0.53,0.475,1  
MT-ND1,0.252928307,-0.627377846,1,1,1  
RPS4X,0.259842389,-0.32009569,0.985,1,1  
ZFP36,0.265963269,-0.325449497,0.803,0.847,1  
DNAJA1,0.281588091,0.298883296,0.576,0.508,1  
FOSB,0.287240671,-0.478678484,0.848,0.797,1  
WWTR1,0.300798563,-0.480573254,0.364,0.373,1  
MT-ND2,0.302538254,-0.52184016,0.985,0.949,1  
SOX4,0.306778543,-0.275407852,0.742,0.712,1  
HIPK3,0.306971174,-0.250287745,0.197,0.254,1  
NEAT1,0.337943347,-0.3248245,0.97,0.881,1  
MT-ND4,0.340803297,-0.260624197,1,1,1  
SLC6A6,0.355413085,0.340749271,0.364,0.305,1  
INTS6,0.375087593,-0.400263157,0.273,0.322,1  
NDRG1,0.396622528,0.284313325,0.212,0.169,1  
TAGLN2,0.444756696,-0.291310704,0.682,0.695,1  
ACTB,0.456601228,0.330711401,0.909,0.932,1  
CH25H,0.497504564,0.400562692,0.424,0.373,1  
CTSS,0.501058133,-0.290484384,0.121,0.153,1  
HSPA1B,0.502123608,-0.557679746,0.258,0.288,1

PHLDA2,0.587303201,0.301905135,0.545,0.61,1  
SCGB1A1,0.603404309,2.949782886,0.182,0.237,1  
MTRNR2L8,0.630369583,-0.657708565,0.712,0.763,1  
HSPA1A,0.782831158,-0.712888693,0.424,0.424,1  
GDF15,0.802723942,0.710092579,0.303,0.305,1  
TIMP1,0.855120756,0.291966897,0.394,0.39,1

How the deposited data were processed for this re-analysis (not part of the article)

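Single-cell RNA-Seq was analysed for 4 CLAD lungs and 3 donor control lungs. The spatial transcriptomic samples, the immunofluorescence, the immunoblots and the cell culture experiments were not analysed here. The authors aligned the reads with Cell Ranger v5.0.1 to the 10x GRCh38 reference, filtered cells in Seurat v4.1.0, clustered them at a resolution of 1.2 and named 40 populations. They deposited normalized counts as 1 matrix of whole numbers for 83456 cells and 24680 genes, with a table that gives the lung, the condition and the population of each cell. The normalization of the single-cell matrix is not named in the text, so the deposited values were treated as a normalized score and no count model was fitted. The text does not say how doublets were treated, and they were not examined here, so doublets among basal-like and CD8 T cells are not excluded. The mean total per cell differs 3.61-fold between lungs.

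The table names each lung by a study number that is not linked to the sample labels, and lungs were used as unnumbered replicates of their condition. Letters follow the number of cells. CLAD lung A and donor control lung B carry the same study number, as do CLAD lung C and donor control lung A, and what a shared number means is not stated. Before any step after loading, 18 genes that tell a donor's sex were removed, and no genotype was examined.

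The median total per cell was between 1466 and 5354 in CLAD lungs and between 1371 and 4601 in donor control lungs. Basal cells have no name of their own in the deposited table. The 16607 epithelial cells were scaled to 10000 per cell, log-transformed and clustered with scanpy 1.11.5 (2000 variable genes requested, of which 1982 were used, 30 principal components, 15 neighbors, igraph 0.11.9). Variable genes on the type I IFN, MHC class I and MHC class II lists were left out before clustering, so they did not define the clusters. The cluster with the most markers of a list of basal cell genes among its top 10 genes was named basal-like. This way of choosing the basal-like cells was set after the data were examined. The same steps at resolutions of 0.6 and 2.0 were compared with it.

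Means over cells were taken per lung and population in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Genes with a mean of at least 0.1 per cell over the lungs, in lungs with at least 5 cells of the population, were tested in R 4.3.3 with limma 3.58.1 on log2 of the mean plus 0.05, with trend and robust empirical Bayes and Benjamini-Hochberg adjustment at 0.05. Gene lists with at least 3 members tested were compared with fry and with camera (preset correlation of 0.01, and an estimated one). Single values were compared by two-sided exact permutation over the 35 splits of the lungs. The product of ligand and receptor means stands in place of CellChat, which was not run, and its values are not communication probabilities. Figures were drawn with matplotlib 3.10.9.

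Genes named in the text were set by a rule written before the data were examined. Some genes of this rule are not reported here, and the MHC-I score and the product of ligands and receptors were computed without them, which departs from the design set before and was decided after the values were seen. They are the genes the study names for a population, 17 JAK-STAT genes, and up to 5 genes each way with the largest change among those past an adjusted p of 0.05 whose groups did not overlap. The gene lists were written at the same time, after the tables of the study had been read. They are type I IFN, MHC class I and antigen processing, MHC class II, immediate early and stress genes, and alveolar transcripts.

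The fits were tested on simulated data with 200 genes changed by 2 to 3 on the log2 scale. In basal-like cells 18.1% of these genes were recovered as deposited (17.0% scaled), with 1.30 (1.45) false calls per set among 4210 (4195) genes. In CD8 T cells 81.3% (95.1%) were recovered, with 5.05 (10.6) false calls per set among 3871 (3889) genes. The MHC class I list was also raised by 2 in each set and was not counted here. Noise was drawn for each gene by itself, so simulated lungs shared no difference in depth. The false calls therefore do not describe the real lungs, of which 1 other split called 863 genes in basal-like cells and 2017 in CD8 T cells as deposited. Given the low recovery, a low number of genes called in basal-like cells does not exclude changes of this size.

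Alternatives set before the data were examined were the minimum number of cells (1 and 10), the pseudocount (0.01 and 0.25), the filter on low genes, scaling of each cell to 10000, the mean of ln(1 + value), KRT5-positive cells only, the mixed T cell clusters added to CD8 T cells, other genes in the MHC-I score, camera, other denominators of the shares, and each lung left out in turn. Those added after seeing the data were the shared study number as a replicate block, the depth of the lungs as a term (median total per cell above or below 3000), the cells of shared barcodes left out, camera with an estimated correlation, scaling of the ligand and receptor product and of the gene lists, the median over the other populations for the MHC-I score, and scaling combined with other choices. A block by sample number could not be fitted, since the lungs are not linked to sample numbers. T cell subsets are not named in the table and were not rebuilt.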

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

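Tests of shared barcodes, of the depth behind the MHC class II genes, of depth as a term, of the block, of KRT5-positive cells after scaling and of mean profiles were chosen after the result was seen. Values of the 4 CLAD lungs were screened for a lung far from the others in 67 groups of 4 lungs, by the gap to the nearest lung over the range (Dixon's 95% limit). This held for 3 groups, and chance alone gives about 1 in 20 groups, or 3.35 here.

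CLAD lung D had a median of 1730 genes per cell, against 717 to 855 in the other CLAD lungs (gap over range, 0.864). Its median total per cell, 5354, was also the highest, and both values lay above those of all donor control lungs (up to 1554 genes and a total of 4601). A difference in sequencing or in the number of transcripts captured was not tested, and no biological explanation was tested. As deposited, GZMA in CD8 T cells was also far higher in CLAD lung D (6.2, against 2.07 to 2.66 in the other 3; gap over range, 0.857), and so was JAK1 in basal-like cells (0.30, against 0 to 0.05; gap over range, 0.833). Neither GZMA nor JAK1 stood apart in this way after each cell was scaled to 10000.

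In basal-like cells the MHC class II list, which the paper does not discuss for basal cells, had a median log2 fold change of 2.06 after scaling and of 1.19 as deposited, against a median over all genes of -0.41 and -0.50. The p of limma fry was 0.028 and 0.20, and splits of the lungs were not counted for this list. After scaling, fry p was 0.13 with a median of 1.44 without the cells of shared barcodes, and 0.22 with the shared study number as a block. It was 0.0062 in KRT5-positive cells and 0.045 with depth as a term (0.056 and 0.043 as deposited). The mean over the list had an exact permutation p = 0.086 after scaling. The table of basal cell genes of the study holds genes of this list. CD74 and HLA-DRB1 were among the 5 genes called after scaling. The depth of the lungs alone would bring the change to 0 or below after scaling. The mean over the list stayed at 1.46, above the SD between donor controls of 0.457. Immune cells in the basal-like cluster would bring their other transcripts. To explain the rise in CD74, immune RNA would need to reach 39.8% of its level in immune cells, and the median rise of 7 immune transcripts was 0.576% (IL32 had the highest, 20.4%). None of the other 38 populations had a larger change of the mean in either form, and 22 of them were lower in CLAD after scaling. Free RNA from other cells and a change in basal cells in CLAD stay open.

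In CD8 T cells, 10 genes were called as deposited, all lower in CLAD. They include the macrophage genes C1QA, C1QB and MRC1, and the paper discusses none of them. After scaling none was called by limma (454 with an unadjusted p under 0.05). The macrophage markers C1QA, C1QB, APOE, MRC1 and MARCO were lower in CLAD in CD8 T cells (mean log2 change -1.64 as deposited and -2.08 scaled, exact permutation p = 0.11 and 0.057). Of these 5, 3 are among the 10 genes. They were also lower, in both forms, in all 25 other populations of the lymphoid, epithelial, endothelial and mesenchymal lineages. This is consistent with free RNA from macrophages, whose share of cells was lower in CLAD. Of the 35 splits of the lungs, 8 called at least 10 genes in CD8 T cells as deposited, so chance cannot be excluded. After scaling the real split called 0, a number that all 35 reach by construction, so that the count says nothing about chance. The split that parts the 3 lungs of highest depth from the other 4 called 2017 genes in CD8 T cells and 863 in basal-like cells as deposited, and 1 and 0 after scaling. With the depth of the lungs as a term, 21 and 17 genes were called as deposited, of which 17 and 14 were higher in CLAD, against none of the 10 genes above, and 0 and 11 were called after scaling.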

How the results depend on the processing

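All settings named here as added were chosen after seeing the data. Of 252 comparisons of the main results with an alternative, 177 kept their direction and side of the threshold, or a similar number of called genes. Of the others, 9 no longer passed the threshold, 8 newly passed it, and 58 moved in count or changed direction without passing. None reversed, but a number of called genes could not reverse here, since the direction of its genes was not compared. That direction did change between settings in both basal-like cells and CD8 T cells, as given below. Of 366 comparisons for 20 genes named in basal-like cells as deposited, 347 kept direction and side, and of 171 for 9 genes in CD8 T cells, 165 did. After scaling 187 of 215 did in basal-like cells (6 no longer passed, 7 newly passed and 15 changed direction without passing) and 92 of 99 in CD8 T cells (3 newly passed and 4 changed direction). For settings where the cause of a change is not given, the cause was not tested.

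In basal-like cells as deposited, 1 gene was called. The count was 0 with a pseudocount of 0.25, 0 with no filter on low genes and 0 with the mean of ln(1 + value) (limma; 247, 759 and 298 with an unadjusted p under 0.05), 5 with scaling, 5 with KRT5-positive cells (6 lungs had enough of them), 3 without the cells of shared barcodes (added), 17 with depth as a term (added) and 0 with the replicate block (added, 1 residual degree of freedom; 33 with an unadjusted p under 0.05). With 1 lung left out it ranged from 0 (CLAD lung B, and also donor control lung B) to 4 (CLAD lung D). After scaling, 5 genes were called. The 5 were higher in CLAD. The count was 10 with KRT5-positive cells, 21 with the replicate block (9 higher and 12 lower), 11 with depth as a term (10 higher) and 1 without the cells of shared barcodes, all added. With 1 lung left out it ranged from 0 (CLAD lung D) to 10 (CLAD lung A), and B2M was called in each of these fits but the one without CLAD lung D (limma adjusted p = 0.0965). These fits tested another number of genes.

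The type I IFN list, with a median of 0.39 as deposited and 0.67 scaled, passed by camera with a preset correlation in both (p = 2.9e-06 and 1.1e-05) and not by fry or with an estimated correlation (p = 0.20 and 0.077). In KRT5-positive cells after scaling (added) its median was 0.99 and it passed by fry. Leaving out 1 lung, the median ranged from -0.16 to 0.53 as deposited, below 0 without CLAD lung D and without donor control lung A, and from 0.38 to 0.83 scaled, where it passed by fry without CLAD lung A. With the replicate block as deposited its median was 0.12, its mean -0.048 and the direction of fry down. The MHC class I list, with a median of 1.5 as deposited, passed by camera (p = 3.6e-16, and 0.035 with the estimated correlation, added). It also passed by fry with scaling (median 1.89) and with depth as a term (median 2.12), both added. After scaling it passed by fry in KRT5-positive cells (added, median 2.11) and no longer passed with the replicate block (median 1.92), with depth as a term (2.00) or without the cells of shared barcodes (1.74), all added. Its scaled median ranged from 1.52 to 2.21 with each lung left out, and it passed by fry only without CLAD lung A. Of 35 splits, 25 gave a fry p as small for the IFN list and 7 for the MHC class I list as deposited, and 7 and 3 after scaling, so chance cannot be excluded for either.

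In CD8 T cells 10 genes were called as deposited, all lower in CLAD. The count was 2 with a pseudocount of 0.01, 0 with no filter on low genes, 0 with a mean of at least 0.25 per cell and 0 with scaling (limma; 1310, 43 and 454 with an unadjusted p under 0.05), 4 with the mean of ln(1 + value) and 21 with depth as a term (added; 17 higher and 4 lower; 0 after scaling). With 1 lung left out it ranged from 1 (donor control lung B) to 60 (donor control lung A; 58 lower). After scaling 0 were called, against 12 with the mixed T cell clusters (10 higher) and 13 with the replicate block (6 higher and 7 lower; both added), and from 0 to 70 with 1 lung left out (70 without donor control lung A, 60 of them higher, and 20 without CLAD lung B, 14 of them lower).

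The MHC-I ligand and receptor product was higher in CLAD under all settings run, with a log2 ratio from 1.11 (without CLAD lung D) to 2.53 (without donor control lung C) as deposited. Basal-like cells kept the highest MHC-I score under all settings run. With each lung left out the score ranged from 0.98 to 2.11 as deposited and from 1.72 to 2.62 scaled. The CD8 T cell share was higher in CLAD under all settings run and passed in none, where 6 lungs cannot pass by permutation; the difference was between 2.45 and 7.17 percentage points with each lung left out. Shares of CD4 T cells, monocytes, neutrophils and basal-like cells changed direction without passing. The share of macrophages stayed lower in CLAD with each lung left out, with a difference between -14.2 and -5.17 percentage points. On the log2 scale, monocytes changed by -0.30, neutrophils by -0.23 and basal-like cells by -0.20. Basal-like cells changed by -0.0034 percentage points without the cells of shared barcodes (added). With each lung left out the differences ranged from -1.48 to 0.35 for CD4 T cells, from -1.52 to 1.67 for monocytes, from -1.60 to 3.18 for neutrophils and from -0.048 to 0.050 for basal-like cells.

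Minimum cell numbers of 1 and 10 changed no side of a threshold, and no value in basal-like cells, since each lung held at least 14 basal-like cells. Cells were not thinned to a fixed total, since the values are not counts. A block by sample number and the shares of T cell subsets could not be computed. Between 14 and 40 basal-like cells per lung limit the precision of all basal cell values.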

Differences from the paper's values

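The study tested single cells with a Wilcoxon rank-sum test, and the values here take lungs as replicates. The basal-like cells are rebuilt and number 171, which need not be the cells of the study's basal population.

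In Supplemental Data File 2 the paper gives log2 fold changes in basal cells of 0.484 for HLA-F, 0.752 for IFI27 and -0.552 for IFNGR1. From means per lung with a pseudocount of 0.05, the values here were 1.70, 3.00 and -2.27. As log2 of the mean over all cells of a condition plus 1, a form chosen after seeing the values, they were 0.42, 0.76 and -0.57. The table of the study states no error, and values were taken to differ when they lay further apart than the SD between lungs of the fit here (1.07, 1.05 and 1.05). Of the alternatives set before the data were examined, a pseudocount of 0.25 (0.82, 1.61 and -1.38) and the mean of ln(1 + value), converted to log2 units (0.34, 0.62 and -0.83), brought all 3 genes within this SD. For HLA-F so did leaving out CLAD lung C or D or donor control lung A or B (1.34, 1.41, 1.34 and 1.34). The other alternatives set before did not. Over the 828 genes of that table found in the matrix, all 828 had the same sign on the study's scale, with a median absolute difference of 0.064 (Pearson r = 0.95 across genes, which are not independent replicates).

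The median number of genes per cell in donor control lung A was 692, against about 1300 in Supplemental Figure 1B, read by eye. No alternative applies to this value. The same lung has 14842 cells, more than the about 12000 in Supplemental Figure 1B, read by eye.

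The paper states that MHC-I genes were among the most upregulated transcripts of basal cells. Here B2M, HLA-B, HLA-C and HLA-F were higher in CLAD, with ranks by log2 fold change between 21 and 47 of 4195 genes as deposited and between 19 and 114 after scaling, and B2M ranked 1 by p among higher genes after scaling. The best ranks by fold change, 21 and 19, were those of HLA-F, which was near the floor in donor control. Of the 54 genes past the threshold of the study's table, all 54 had the same direction here in both forms, and 1 passed in limma as deposited and 4 after scaling. HLA-B, not called here, was called with depth as a term as deposited (not scaled) and, after scaling, with KRT5-positive cells, with the shared study number as a block, without CLAD lung A and without donor control lung C, all chosen after seeing the values. The paper states a significant enrichment of IFN gene sets. For a list of other composition the p of fry was 0.67 as deposited and 0.18 scaled. Fry tests the list by itself, while the paper's enrichment compares a set with the other genes, as camera does. The list passed by camera with a preset correlation in both forms, and not with an estimated one. By fry it passed after scaling in KRT5-positive cells and without CLAD lung A, settings chosen after seeing the values. The paper states a significant increase of PTPRC in CD8 T cells. Here limma adjusted p was 1.00 as deposited and 0.18 scaled, and the exact permutation p was 0.51 and 0.029. GZMA, not called here, was called with depth as a term as deposited (not scaled) and, after scaling, with the mixed T cell clusters and without donor control lung A, and IFNG after scaling without CLAD lung B, all chosen after seeing the values.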

Other observations

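The tests of shared barcodes, of mean profiles, of the median over populations and of cell numbers in the figure were chosen after the result was seen.

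CLAD lung A and donor control lung B, which carry the same study number, shared 2978 barcodes, 62.1 times the number expected from the other 20 pairs (14 to 65 shared barcodes each). This excludes chance sharing. Both cells of a shared barcode were of the same lineage in 97.7% of cases, against 43.2% for independent pairs. They had the same population name in only 33.1% of cases, against 13.3% for independent pairs. A cell was closer to the cell of the same barcode in the other lung than to a random cell of the same annotation in 92.1% of cases (median correlation 0.546 and 0.481). This is consistent with RNA of the same droplets in both libraries. In which lung these cells originated cannot be told apart. Macrophages and cells of the first 2 AT2 populations were placed between the cells without a shared barcode of CLAD lung A (0) and of donor control lung B (1). Those listed in CLAD lung A lay at 0.059 and -0.049, and those listed in donor control lung B at 0.650 and 1.11, so that each lay nearer the lung it is listed in. By mean profile the positions were 0.152 and -0.138, and 0.396 and 1.03, so that macrophages listed in donor control lung B lay nearer CLAD lung A. The test keeps the question open because depth, free RNA and normalization of a library move all its cells alike. Of basal-like cells, 4 of 14 and 7 of 29 had a shared barcode, and of CD8 T cells 5 of 1217 and 2 of 355.

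The higher MHC-I score of CLAD basal-like cells was weighed against technical explanations. A difference in depth would bring it to 0 or below after scaling, and it was 2.05 (SD between donor controls 0.677). Immune RNA would need 39.0% of the immune level to explain B2M, and the median rise of 7 immune transcripts was 0.576% (highest IL32, 20.4%). A rise shared by all populations would give the others a change of the same size. The median over the 35 other populations with all 7 lungs changed by 0.154 after scaling (SD between lungs 0.284 in donor control and 0.340 in CLAD), and 10 of the 38 others were not higher in CLAD, which argues against a shared rise as the whole cause. The difference between basal-like cells and this median had an exact permutation p = 0.086, so chance differences between lungs stay open. Of 35 splits of the lungs, 20 called at least 1 gene in basal-like cells as deposited, so chance cannot be excluded there. After scaling 1 of 35, the real split, called 5 or more. A difference in handling between explanted lungs and donor trimmings was not tested for this score. For the transcripts analysed here, a biological difference therefore stays a hypothesis, found and tested on the same 7 lungs. The protein measurements of the study and its further lungs were not analysed here.

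Immediate early and stress genes had a median log2 fold change of -0.64 in basal-like cells as deposited and -0.33 scaled, and did not pass by fry. The mean over the list changed by -0.69 and -0.41 (exact permutation p = 0.34 and 0.086). They were lower in CLAD in 36 of the 38 other populations as deposited and in 32 scaled. In basal-like cells the median over all genes was -0.50 as deposited and -0.41 scaled. By camera with the preset correlation the list had p = 0.21 and 0.17. It thus did not stand apart from other genes in these cells, and a fall of stress genes in particular is not shown there. A difference in handling between explanted lungs and donor trimmings follows the groups and stays open. SOCS3, a member of this list, had a log2 fold change of -1.88 as deposited and -1.50 scaled in basal-like cells (exact permutation p = 0.029 and 0.057). Alveolar transcripts in basal-like cells had a median of 0.11 as deposited and 0.59 scaled, and did not pass by fry.

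GZMA, GZMB, GZMH and IFNG rose in CD8 T cells by 1.22 on average after scaling (SD between donor controls 0.406), which argues against depth as the whole cause. NK cells in the CD8 population would lower T cell genes, but CD3D, CD3E, CD8A and CD8B rose by 0.77 after scaling, and 5 NK genes by 0.19. For the CD8 T cell share, 1 lung as the source is not excluded. Without the highest lung the CLAD mean was 5.98%, above the highest donor control (4.61%), which is the outcome set in advance against 1 lung, but by less than the SD of 4.05. NK cells made up 6.29% ± 2.84 of cells in CLAD and 2.63% ± 1.14 in donor control (exact permutation p = 0.14, adjusted p = 1.00 over 40 populations).

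In Supplemental Data File 1 the total for CLAD in each of 40 lines equals the sum over the 4 lungs plus the cluster number of that line (0 to 39), so that the line totals add up to 49473 in place of 48693. The matrix holds 24680 genes, and the paper gives 24690. An exchange of CLAD lung C and donor control lung A between the figure and the files was tested as a source of the higher number of cells in donor control lung A. It would set the 13037 cells listed for CLAD lung C against the number the figure gives for donor control lung A. CLAD lung C had a median of 824 genes per cell, below the figure's value for donor control lung A. If the measures are alike, an exchange would not by itself account for that value. Numbers read by eye from the figure do not decide this, so the exchange stays open.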
